# Loss of stearoyl-CoA desaturase 2 disrupts inflammatory response in macrophages

**DOI:** 10.1128/mbio.00925-23

**Published:** 2023-07-07

**Authors:** Joseph B. Lin, Amy Mora, Tzu Jui Wang, Andrea Santeford, Darksha Usmani, Marianne M. Ligon, Indira U. Mysorekar, Rajendra S. Apte

**Keywords:** macrophage, UPEC, IL1B, inflammaging, cardiolipin, stearoyl-CoA desaturase

## Abstract

Macrophages are innate immune cells that patrol tissues and are the first responders to detect infection. They orchestrate the host immune response in eliminating invading pathogens and the subsequent transition from inflammation to tissue repair. Macrophage dysfunction contributes to age-related pathologies, including low-grade inflammation in advanced age that is termed “inflammaging.” Our laboratory has previously identified that macrophage expression of a fatty acid desaturase, stearoyl-CoA desaturase 2 (SCD2), declines with age. Herein, we delineate the precise cellular effects of SCD2 deficiency in murine macrophages. We found that deletion of *Scd2* from macrophages dysregulated basal and bacterial lipopolysaccharide (LPS)-stimulated transcription of numerous inflammation-associated genes. Specifically, deletion of *Scd2* from macrophages decreased basal and LPS-induced expression of *Il1b* transcript that corresponded to decreased production of precursor IL1B protein and release of mature IL1B. Furthermore, we identified disruptions in autophagy and depletion of unsaturated cardiolipins in SCD2-deficient macrophages. To assess the functional relevance of SCD2 in the macrophage response to infection, we challenged SCD2-deficient macrophages with uropathogenic *Escherichia coli* and found that there was impaired clearance of intracellular bacteria. This increased burden of intracellular bacteria was accompanied by increased release of pro-inflammatory cytokines IL6 and TNF but decreased IL1B. Taken together, these results indicate that macrophage expression of *Scd2* is necessary for maintaining the macrophage response to inflammatory stimuli. This link between fatty acid metabolism and fundamental macrophage effector functions may potentially be relevant to diverse age-related pathologies.

**IMPORTANCE:**

Macrophages are immune cells that respond to infection, but their dysfunction is implicated in many age-related diseases. Recent evidence showed that macrophage expression of a fatty acid enzyme, stearoyl-CoA desaturase 2, declines in aged organisms. In this work, we characterize the effects when stearoyl-CoA desaturase 2 is deficient in macrophages. We identify aspects of the macrophage inflammatory response to infection that may be affected when expression of a key fatty acid enzyme is decreased, and these findings may provide cellular insight into how macrophages contribute to age-related diseases.

## INTRODUCTION

Macrophages are the sentinel cells of the innate immune system that patrol nearly all tissues for pathogens (1). In the early stage of response, macrophages phagocytose microbes, process and present foreign antigens to recruit the adaptive immune response, and also manage the inflammatory response by releasing pro-inflammatory cytokines (1). In later stages, macrophages also mediate the transition from inflammation that eliminates invading pathogens to tissue repair and wound healing (1). In addition to their critical role in the host response to infection, macrophages have been shown to contribute to inflammation that occurs with aging (2) and may have widespread contributions to cardiovascular disease, pathologies of the genitourinary system (3), eye diseases (4), and cancers (5).

In our previous studies, we have demonstrated that macrophage dysfunction in aging is coordinated in part by perturbations in lipid homeostasis (6 - 8). Specifically, we have identified age-associated downregulation of stearoyl-CoA desaturase 2 (SCD2) (7), an enzyme that converts the long-chain fatty acids 16:0 and 18:0 to the monounsaturated fatty acids 16:1 and 18:1, respectively. Several recent studies have shown that SCD fatty acid desaturation regulates macrophage-mediated inflammation (9, 10). Macrophage activation leads to altered abundance of monounsaturated fatty acids including those produced by SCD2, and deletion of SCD1/2 prolonged upregulation of cytokines elicited by inflammatory stimuli (9). In the demyelinating disease multiple sclerosis, microglia (i.e., resident macrophages of the central nervous system) upregulate SCD1 in response to accumulation of phagocytosed myelin, which ultimately increased inflammation preventing resolution of lesions (10). Our laboratory has shown that macrophage-specific deletion of *Scd2* increases pathologic angiogenesis in the eye in a mouse model of the blinding disease age-related macular degeneration (7).

However, a cell-intrinsic, functional role for SCD2 in macrophages during the inflammatory response to infection has not been explored. In this work, we investigated the role of *Scd2* in macrophages by studying *Scd2-*deficient macrophages deleted via lysozyme M-Cre recombinase. We show that SCD2-deficient macrophages exhibit dysregulation of several inflammatory genes at baseline and in response to lipopolysaccharide (LPS) stimulation. Though SCD2 was not required for general NFkB activation, it was necessary for IL1B activation following LPS stimulation. Specifically, we identified that there was a deficit in signal 1 that is responsible for induction of *Il1b* mRNA that is translated to precursor IL1B, whereas SCD2 was not necessary for signal 2 that cleaves pro-IL1B and releases it. Furthermore, we found that there were disruptions to autophagy as well as dramatically decreased amounts of unsaturated cardiolipins (CL). Finally, we tested the relevance of these findings to the macrophage response to microbes by challenging SCD2-deficient macrophages with a uropathogenic strain of *Escherichia coli* (UPEC). Loss of SCD2 was associated with impaired clearance of intracellular UPEC as well as a concomitant increase in the release of IL6 and TNF but decreased IL1B release. Therefore, we identify a novel role for SCD2-mediated fatty acid desaturation in macrophage function during infection response.

## RESULTS

### SCD2 deficiency dysregulates inflammatory gene expression in macrophages

In order to first confirm *Scd2* deletion in macrophages, we prepared bone marrow-derived macrophages (BMDMs) from wild-type mice and from mice with conditional deletion of *Scd2* in myeloid cells driven by the lysozyme M-Cre recombinase (*Scd2^-m/-m^*). We found that in macrophages prepared from *Scd2^-m/-m^* mice, *Scd2* transcript was ~20% that of macrophages prepared from wild-type mice (Fig. 1A). We also measured expression of *Scd1* and *Scd4,* the other two SCD isoforms with detectable expression in macrophages. There was no compensatory upregulation by either *Scd1* or *Scd4* in *Scd2^-m/-m^* macrophages, though *Scd4* was downregulated by 40% (Fig. 1A). It has been previously reported that *Scd2* is expressed at a much higher level than *Scd4* in BMDMs with the latter not being detected in RNA sequencing data (9). Together, these data indicate that *Scd2* deletion from macrophages does not lead to compensatory upregulation of other SCD isoforms at the mRNA level.

**Fig 1:**
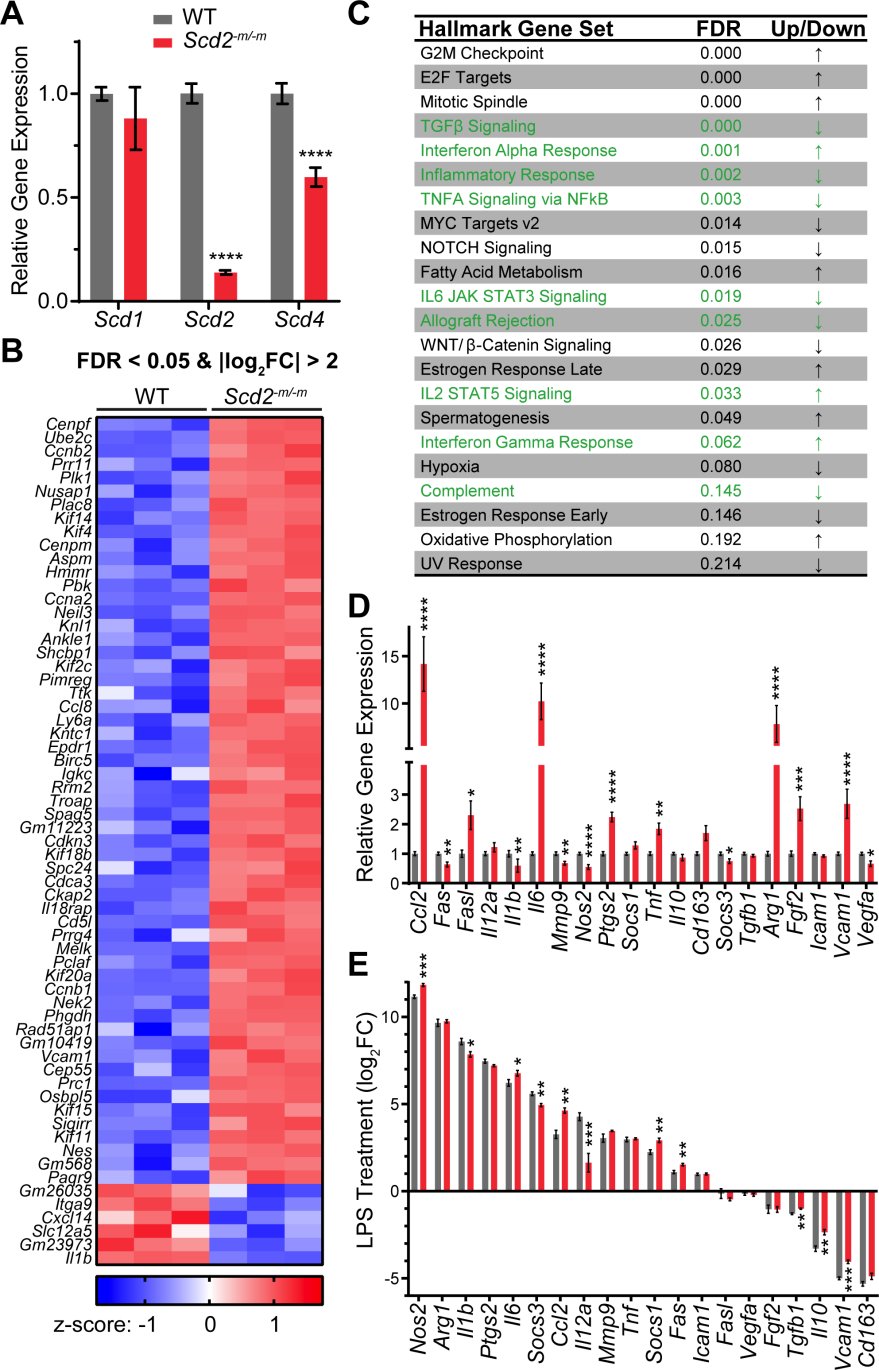
Deficiency of SCD2 perturbs macrophage inflammatory gene expression and response. (**A**) Bar graphs showing gene expression of *Scd1, Scd2,* and *Scd4* in wild-type (WT) macrophages and macrophages with lysozyme M-Cre-driven deletion of *Scd2* (*Scd2^-m/-m^*). *Scd1/2/4* gene expression was normalized to expression of housekeeping genes *Stx5a* and *Hnrnpab*. Each bar shows the mean ± SEM for *n* = 12–16 wells from three to four independent experiments. Statistical significance was assessed using Mann-Whitney tests. (**B**) Heat map showing the top differentially expressed genes in *Scd2^-m/-m^* macrophages. Genes with false discovery rate (FDR) <0.05 and |log_2_FC| >2 are shown. (**C**) Table of pathways identified to be dysregulated in *Scd2^-m/-m^* macrophages. (**D**) Profiling of inflammatory genes in *Scd2^-m/-m^* macrophages. Gene expression was normalized to expression of *18S, Actb, Gapdh,* and *Hprt*. Each bar indicates the mean ± SEM of *n* = 12 wells from two independent experiments. Statistical significance was assessed using Mann-Whitney tests. (**E**) Profiling of inflammatory gene response in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL, 24 h). Gene expression was normalized to expression of *18S, Actb, Gapdh,* and *Hprt* and then expressed as the log_2_ of the fold change relative to untreated cells. Each bar indicates the mean ± SEM of *n* = 7–8 wells from two independent experiments. Statistical significance was assessed using the Mann-Whitney test. Statistical significance is indicated with asterisks as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

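RNA was sequenced from unstimulated BMDMs, which are bone marrow cells of mice cultured into macrophages, in 3 wild-type and 3 *Scd2 -m/-m* samples with 1 library each. The libraries were poly(A)-selected and run on an Illumina NovaSeq, and the authors aligned the reads with STAR to the Ensembl primary assembly of the mouse genome (build GRCm38). They deposited whole-number counts on each gene of each library, without normalization, and a table of their own comparison of the genotypes. The counting tool and the use of strand are not given in the sources used here. The counts on genes summed to 50729066, 46285176 and 51316397 in wild-type replicates 1, 2 and 3 and to 55419343, 49420796 and 57629638 in *Scd2 -m/-m* replicates 1, 2 and 3, so the totals of the genotypes overlapped. For the values given here, repeated entries of a gene were removed from the count table, which left 40481 genes, and library sizes were scaled by edgeR's trimmed mean of M values (TMM) method, with factors between 0.979 and 1.02. The 14778 genes that passed edgeR's filter on low counts (filterByExpr) were compared between the genotypes with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over those genes (FDR). That filter decides which low genes are tested, and the trend of dispersion across genes enters each p-value. Levels are in CPM, the counts of a gene over the TMM-scaled library size, as the mean ± SD of 3 libraries. Replicates of one genotype differed from each other by more than the sampling noise, with a chi-square of 10.4 to 31.4 per gene. Each was counted as a sample of its own. The paper does not say whether the libraries of one genotype come from different mice. The p-values given here may therefore not measure variation among animals.

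The targeted gene, *Scd2* (ENSMUSG00000025203), lies on the plus strand of chromosome 19 from 44293674 to 44306864. It had 66.9, 77.8 and 62.7 CPM in wild-type replicates 1, 2 and 3 and 59.5, 38.0 and 39.8 CPM in *Scd2 -m/-m* replicates 1, 2 and 3. The mean fell from 69.1 ± 7.76 CPM (SD, n = 3) to 45.8 ± 11.9 CPM (SD, n = 3), to 66.2% of the wild-type mean, with a log2 fold change of −0.59 (standard error 0.19, FDR = 0.100 from edgeR's quasi-likelihood test). Every *Scd2 -m/-m* library was below every wild-type library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Without *Scd2 -m/-m* replicate 1 the log2 fold change was −0.83 (FDR = 8.86e-05, edgeR), and with all 6 libraries limma-voom gave −0.62 (FDR = 0.0105), so both that library and the choice of test move the adjusted p past 0.05. Of the alternatives fixed beforehand other than leaving out a library, limma-voom with quality weights moved the value most, to −0.82 (FDR = 9.75e-05). The counts cover all exons of the gene together and do not separate the deleted part from the rest, and how reads shared with the paralogs *Scd1*, *Scd3* and *Scd4* were counted is not given in the sources used here.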

To broadly assess the transcriptional changes that occur upon deletion of *Scd2*, we performed RNA sequencing. We obtained an average of 35.4 million reads per samples (*n* = 3 wild type, *n* = 3 *Scd2^-m/-m^*). Of these, 35.2 million reads (99.6%) were mapped to the mouse genome. 

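The deposited counts on genes averaged 51800069 per library, 49443546 in wild-type BMDMs and 54156592 in *Scd2 -m/-m* BMDMs, and all values given here use these counts. Even counts outnumbered odd ones at low values. Among counts of 1 to 20, between 60.9% and 64.8% were even in each library. In wild-type replicate 1, for example, 900 genes had 1 count and 1787 genes had 2 counts. The 10 most abundant genes took between 10.8% and 11.6% of the counts of a library, and mitochondrial genes took between 2.02% and 2.54%. Genes with at least 1 count numbered between 19774 and 20755 per library.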

There were 63 differentially expressed genes with false discovery rate (FDR) <0.05 and |log_2_FC| >2 (Fig. 1B). 

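Of the 14778 genes tested, 2585 had an FDR below 0.05, of which 1426 were higher and 1159 lower in *Scd2 -m/-m* BMDMs. Among these, 98 also had an absolute log2 fold change above 2, with 93 higher and 5 lower. All libraries of one genotype lay above all libraries of the other in 34.9% of all genes tested, where chance gives 10%, and in 2556 of the 2585 genes, which were selected for a difference. At the same thresholds, the filter on low counts moved the number past both most. It was 174 when every gene with a count was tested and 44 when 10 counts were required in every library. The authors' deposited table holds 11879 genes, of which 4367 have an adjusted p below 0.05 (limma), against 2585 of 14778 here. In that table 63 genes pass both thresholds, 57 higher and 6 lower, and these 63 are the genes labelled in Fig. 1B. Here, 51 of the 63 genes passed both thresholds, 62 had an FDR below 0.05 and all 63 had the same sign. The gene without such an FDR was *Cxcl14*, with a log2 fold change of −2.25 (standard error 0.55, FDR = 0.0662, edgeR). Over the 11879 genes, the log2 fold changes of the authors' deposited table and those computed here had a Pearson correlation of 0.975, which is across genes, and genes are not independent replicates.

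Genes of cell division were among those with the largest rise. *Cenpf* (ENSMUSG00000026605, chromosome 1, 189640606 to 189688086), which encodes a centromere protein, rose from 0.294 ± 0.116 CPM (SD, n = 3) to 6.09 ± 1.05 CPM (SD, n = 3), a log2 fold change of 4.36 (standard error 0.25, FDR = 1.02e-07, edgeR). *Ube2c* (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822), a ubiquitin-conjugating enzyme of mitosis, rose from 0.993 ± 0.177 to 12.5 ± 1.44 CPM (SD, n = 3 each), with a log2 fold change of 3.65 (standard error 0.15, FDR = 6.84e-09, edgeR). *Ccna2*, which encodes cyclin A2, rose from 1.14 ± 0.100 to 10.1 ± 0.859 CPM, a log2 fold change of 3.13 (standard error 0.14). At a higher level, *Cd5l* (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073), which encodes a secreted macrophage protein, rose from 17.4 ± 0.913 to 82.1 ± 9.29 CPM, a log2 fold change of 2.24 (standard error 0.09, FDR = 2.79e-09, edgeR). *Vcam1* rose from 4.32 ± 1.22 to 18.5 ± 3.20 CPM, a log2 fold change of 2.10 (standard error 0.21). *Adam11* had 0 counts in each wild-type library and 12, 11 and 15 counts in the *Scd2 -m/-m* libraries. Against a floor of 3 counts over the wild-type group it was at least 11.3-fold higher, a bound that covers counting error only and that would be lower if 1 molecule gave more than 1 count, which is not known here. Fewer genes fell as far. *Ceacam18* fell from 0.400 ± 0.190 to 0.0367 ± 0.00279 CPM, a log2 fold change of −3.37 (standard error 0.62, FDR = 0.00186, edgeR). *Id1* fell from 2.14 ± 1.31 to 0.259 ± 0.0770 CPM, a log2 fold change of −3.04 (standard error 0.48, FDR = 0.00172, edgeR). *Itga9*, one of the genes of Fig. 1B, fell from 17.8 ± 2.59 to 5.00 ± 0.831 CPM, a log2 fold change of −1.83 (standard error 0.13).

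**Figure D1:**
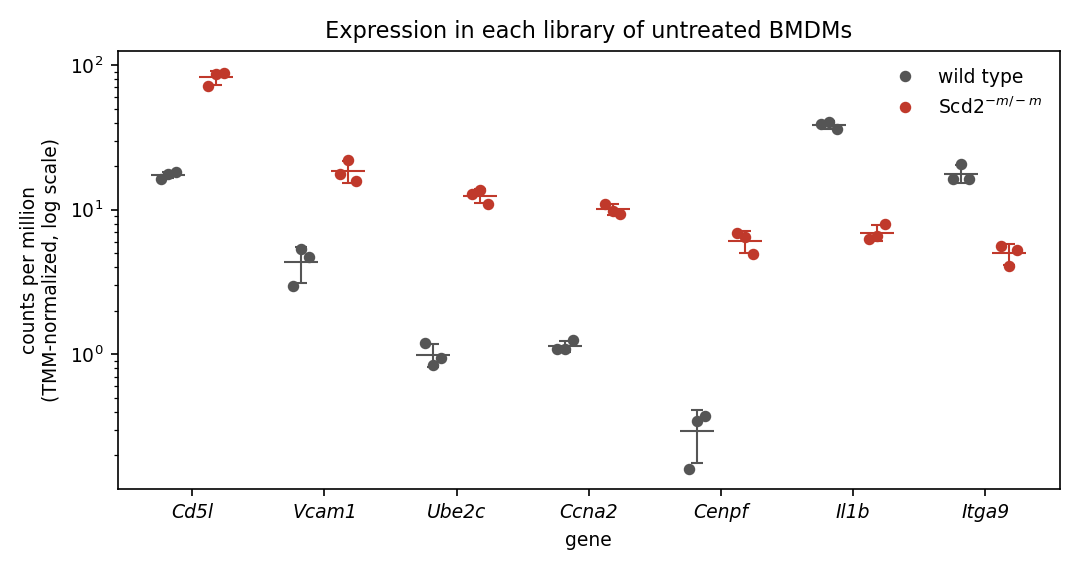
Expression of the genes named on the horizontal axis in each library of unstimulated BMDMs. The vertical axis gives TMM-normalized CPM on a log scale, points are libraries (n = 3 per genotype), horizontal lines are means and error bars are SD. For each gene, the libraries of the genotypes do not overlap.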

To determine whether or not these transcriptional changes could be indicative of specific cellular pathways, we performed pathway analysis using Gene Set Enrichment Analysis using the hallmark gene sets database (11, 12). There were 22 pathways with FDR below the recommended cutoff of 0.25 (Fig. 1C). 

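The hallmark gene sets were not used here. In their place, 21 lists of genes were written from general knowledge, 15 of them after pathways shown in Fig. 1C, which the paper had chosen on these same libraries. Each list was tested with camera (limma, two-sided, with a preset correlation between genes of 0.01), and p-values were adjusted over the 21 lists. The FDR was below 0.05 for 11 lists, 6 higher and 5 lower in *Scd2 -m/-m* BMDMs. All 11 were also called by fry, a rotation test, and by the preranked test of fgsea. With the correlation between genes estimated from the data, the lists of G2/M and mitosis, of S phase and E2F targets, and of monocyte and progenitor genes were called and the others were not. The G2/M list had a median log2 fold change of 1.46, with 47 of its 48 genes higher (FDR = 3.50e-97). By edgeR's test 43 of these genes had an FDR below 0.05 over all genes tested, and 44 adjusted over the list alone; 17 of the 48 are labelled in Fig. 1B. The S phase list had a median of 0.31, with 42 of 51 genes higher (FDR = 6.85e-08), 19 called over all genes, all higher, and 25 adjusted over the list alone, 24 of them higher. Within it, *Rrm2* rose from 1.78 ± 0.601 to 9.88 ± 1.22 CPM (SD, n = 3 each), a log2 fold change of 2.47 (standard error 0.19), and *Uhrf1* from 4.41 ± 0.0544 to 11.8 ± 0.394 CPM, a log2 fold change of 1.41 (standard error 0.10).

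**Figure D2:**
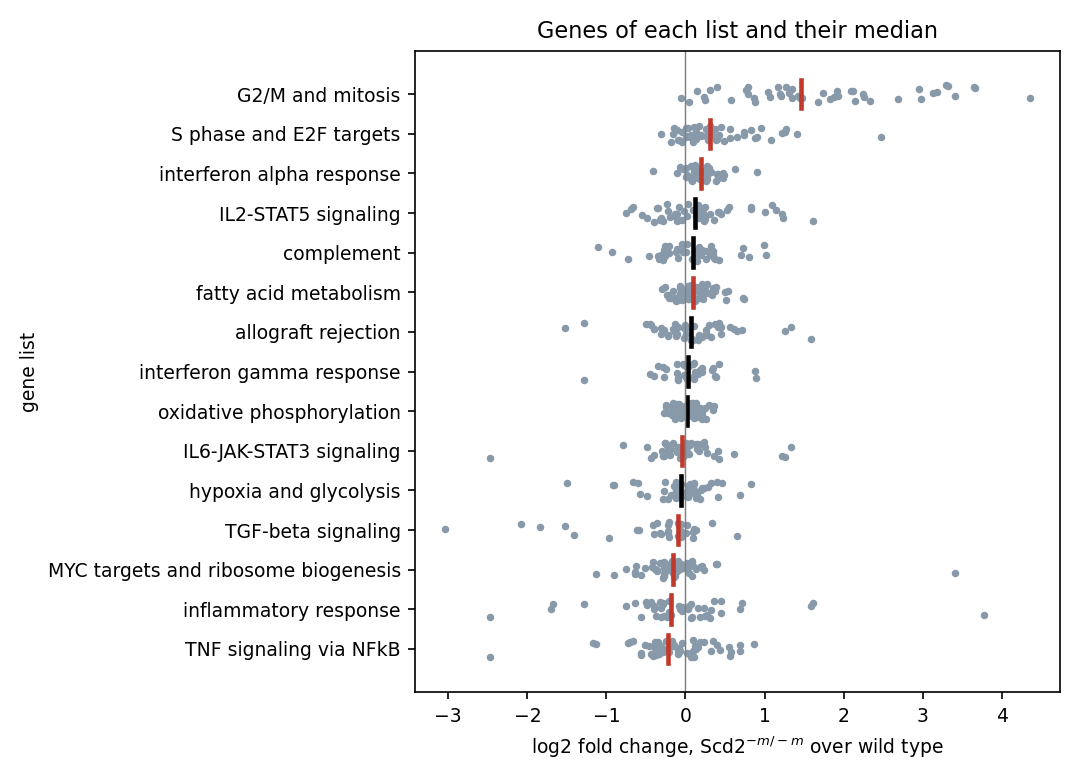
Log2 fold change of each tested gene in the 15 lists written after Fig. 1C (grey points, spread vertically for visibility) and the median of each list (bar). Red bars mark lists with a camera FDR below 0.05, the horizontal axis is the log2 fold change of *Scd2 -m/-m* over wild type, and the G2/M list stands apart with a median of 1.46.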

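Among the 15 lists written after Fig. 1C, 9 had an FDR below 0.05 from camera, all of them in the direction of Fig. 1C, and 6 did not. Of lists outside inflammation, MYC targets and ribosome biogenesis was lower, with a median log2 fold change of −0.16 and 13 of 57 genes higher (FDR = 9.18e-05). Of its genes 25 were called over all genes tested (21 lower) and 27 adjusted over the list alone (23 lower). Its gene *Srm* fell from 16.0 ± 2.16 to 10.2 ± 0.538 CPM (SD, n = 3 each), a log2 fold change of −0.64 (standard error 0.10, FDR = 7.00e-04 from edgeR's test). *Hk2*, in this list and in that of hypoxia and glycolysis, fell from 79.2 ± 10.3 to 42.4 ± 3.03 CPM, a log2 fold change of −0.90 (standard error 0.09, FDR = 1.71e-05, edgeR). The hypoxia and glycolysis list as a whole was not distinguishable from other genes, with a median of −0.0605 (FDR = 0.277). Its median changed sign in some settings, to 0.0470 with limma-voom and quality weights, and without wild-type replicate 3 it was called, with a median of −0.0808 (FDR = 0.0480). Oxidative phosphorylation had a median of 0.0195 (FDR = 0.721), which ranged from 0.0099 (without *Scd2 -m/-m* replicate 1) to 0.0341 (without *Scd2 -m/-m* replicate 3).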

Ten pathways were upregulated in *Scd2^-m/-m^* macrophages and the remaining 12 were downregulated. There was mixed dysregulation of pro-inflammatory and anti-inflammatory pathways, including transforming growth factor beta (TGFB) signaling, interferon alpha response, inflammatory response, TNFA signaling via NFkB, IL6-JAK-STAT3 signaling, allograft rejection, IL2-STAT5 signaling, interferon gamma response, and complement (Fig. 1C). 

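Of the 9 lists on these inflammatory pathways, TGF-beta signaling, inflammatory response, TNF signaling via NFkB and IL6-JAK-STAT3 signaling were lower and interferon alpha response was higher in *Scd2 -m/-m* BMDMs, by camera. The TGF-beta list had a median log2 fold change of −0.0996 with 8 of 37 genes higher (FDR = 2.26e-05), 13 genes called over all genes tested (12 lower) and 18 adjusted over the list alone (16 lower). Its gene *Thbs1* fell from 426 ± 24.9 to 148 ± 11.1 CPM (SD, n = 3 each), a log2 fold change of −1.53 (standard error 0.07, FDR = 1.15e-08, edgeR). The inflammatory response list had a median of −0.19 with 20 of 50 genes higher (FDR = 3.24e-05), 25 called (19 lower) and 29 adjusted over the list alone (21 lower). With a library left out its median was smaller in size, between −0.16 and −0.0314 (the latter without wild-type replicate 1), and it stayed called (FDR at most 2.37e-04). *Fpr1*, a receptor of bacterial peptides, fell from 26.4 ± 3.30 to 8.29 ± 0.192 CPM, a log2 fold change of −1.67 (standard error 0.10, FDR = 1.02e-07, edgeR), and *Marco*, a scavenger receptor, from 16.7 ± 3.95 to 5.15 ± 0.566 CPM. The TNF list had a median of −0.22 with 21 of 62 genes higher (FDR = 7.96e-07), 26 called (21 lower) and 31 adjusted over the list alone (25 lower). *Trib1* in this list fell from 45.8 ± 2.02 to 20.4 ± 0.544 CPM, a log2 fold change of −1.17 (standard error 0.07). The IL6-JAK-STAT3 list had a median of −0.0491 with 23 of 51 genes higher (FDR = 0.00846) and 20 genes called by either adjustment (15 lower), and it lost its call with limma-voom (FDR = 0.0590). With a library left out its median ranged from −0.0873 (without *Scd2 -m/-m* replicate 3) to −0.0359. The interferon alpha list had a median of 0.20 with 40 of 44 genes higher (FDR = 1.31e-05), 16 called (15 higher) and 18 adjusted over the list alone (17 higher). In it, *Ifi44* rose from 12.8 ± 2.26 to 24.0 ± 2.45 CPM, a log2 fold change of 0.90 (standard error 0.12, FDR = 2.61e-04, edgeR). The other lists were not called. The median was 0.0706 for allograft rejection (FDR = 0.923), 0.12 for IL2-STAT5 signaling (FDR = 0.313), 0.0362 for interferon gamma response (FDR = 0.583) and 0.10 for complement (FDR = 0.818). Without wild-type replicate 1 the first 3 of these medians fell to 0.0012, 0.0384 and 0.0061, and without *Scd2 -m/-m* replicate 3 that of complement fell to 0.0462, and none was called. These lists overlap, and 34 of the 50 genes of the inflammatory response list are in another list.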

Notably, pathway analysis also identified fatty acid metabolism as a perturbed pathway in SCD2-deficient macrophages (Fig. 1C), consistent with SCD2’s role as a fatty acid desaturase.

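The list of fatty acid metabolism genes had a median log2 fold change of 0.0920 in *Scd2 -m/-m* BMDMs, with 43 of 64 genes higher (FDR = 0.0179 from camera, adjusted over the 21 lists). By edgeR's test 18 of its genes were called over all genes tested, 17 of them higher, and 25 adjusted over the list alone, 22 of them higher. The list lost its call without *Scd2 -m/-m* replicate 2 (FDR = 0.0729, camera), although its median was then larger, at 0.11. It also lost its call with the correlation between genes estimated from the data (FDR = 0.392, camera). *Idh1* (ENSMUSG00000025950), which encodes cytosolic isocitrate dehydrogenase, rose from 267 ± 16.4 to 344 ± 17.6 CPM (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.07, FDR = 0.00152, edgeR). *Acadl* (ENSMUSG00000026003), an acyl-CoA dehydrogenase of mitochondria, rose from 39.5 ± 1.90 to 51.1 ± 3.26 CPM, also a log2 fold change of 0.37 (standard error 0.07, FDR = 0.00185, edgeR). In both genes all *Scd2 -m/-m* libraries lay above all wild-type libraries.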

We then compared mRNA expression of 20 macrophage activation markers. In naïve macrophages, deletion of *Scd2* caused dysregulation of 14 of the 20 genes assessed (Fig. 1D). Of these, eight were upregulated (*Ccl2, Fasl, Il6, Ptgs2, Tnf, Arg1, Fgf2,* and *Vcam1*), and six were downregulated (*Fas, Il1b, Mmp9, Nos2, Socs3,* and *Vegfa*). Some pro-inflammatory genes were upregulated (e.g., *Il6* and *Tnf*), whereas others were downregulated (e.g., *Il1b*). Similarly, some anti-inflammatory markers were upregulated (e.g., *Arg1*), whereas others were downregulated (e.g., *Vegfa*). To assess macrophage response to inflammatory stimuli, we also compared the fold change of these 20 genes after activation of macrophages with the Gram-negative bacterial membrane component LPS (100 ng/mL) for 24 h. All genes assessed were responsive to LPS with the same direction of change in both wild-type and *Scd2^-m/-m^* macrophages (Fig. 1E). However, there were six genes with blunted responses to LPS (*Il1b, Socs3, Il12a, Tgfb1, Il10,* and *Vcam1*) and five genes with an exaggerated response to LPS (*Nos2, Il6, Ccl2, Socs1,* and *Fas*). Taken together, these gene expression data suggest that the deletion of *Scd2* from macrophages perturbs inflammatory gene expression at baseline and in response to inflammatory stimuli.

### SCD2 is dispensable for LPS-induced NFkB phosphorylation and nuclear translocation

Because inflammatory stimuli like LPS are known to activate macrophages via NFkB signaling, we assessed for LPS-elicited phosphorylation and nuclear translocation of the NFkB subunit P65. After LPS treatment, there was substantial translocation of P65 from the cytoplasm into the nucleus that peaked at 1 h (Fig. 2A), along with a concomitant and slight increase in P65 phosphorylation (Fig. 2B). To quantify these changes, we performed western blot of whole macrophage lysates. Total cellular P65 abundance was stable up to 24 h after LPS treatment (Fig. 2C and D). P65 phosphorylation peaked at 1 h after LPS stimulation and decreased thereafter and was similar between wild-type and SCD2-deficient macrophages (Fig. 2E and F). These data indicate that SCD2 is dispensable for NFkB activation.

**Fig 2:**
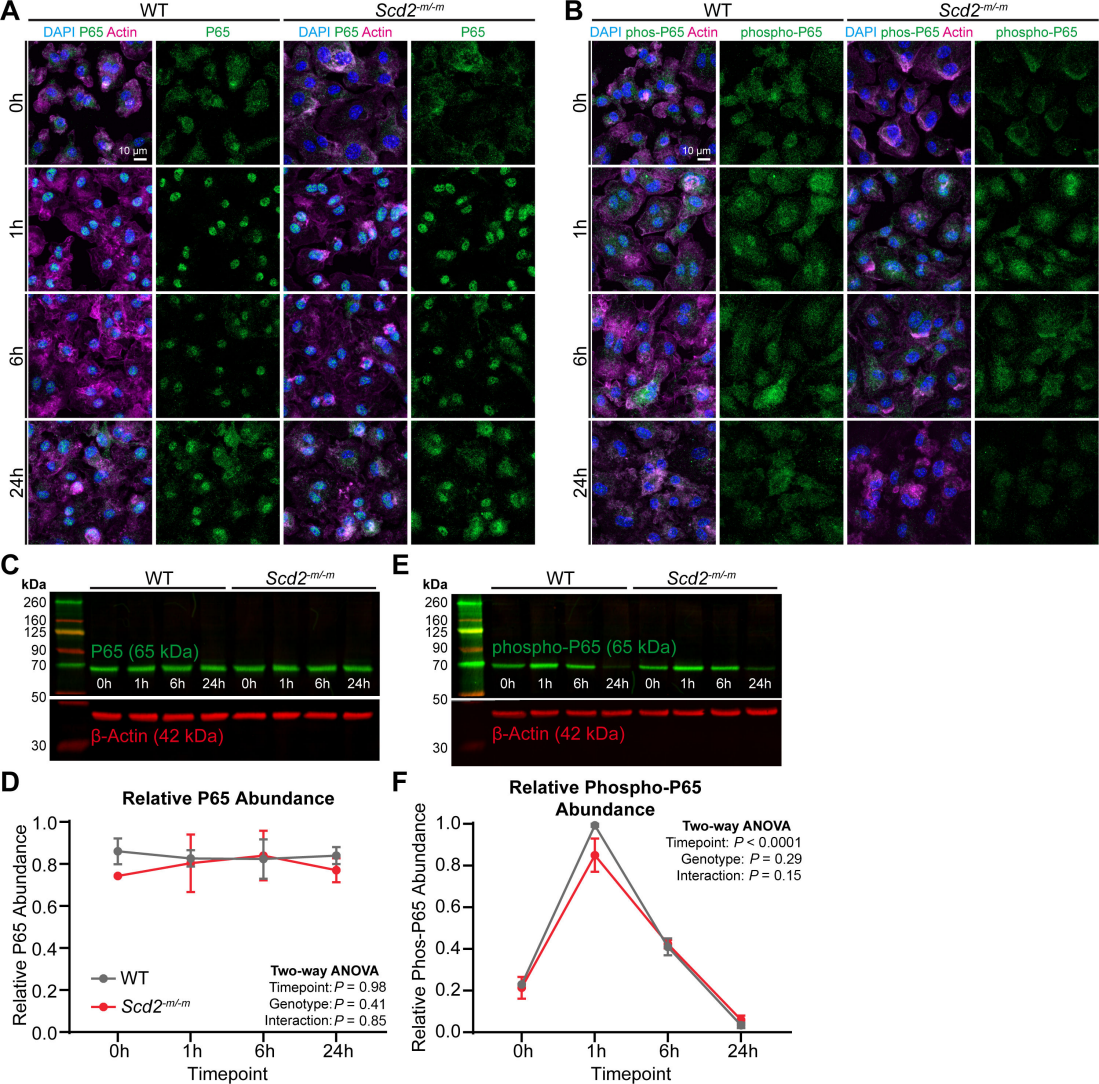
SCD2 is dispensable for NFkB activation. (**A**) Immunostaining for total P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL). (**B**) Immunostaining for phosphorylated P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL). (**C**) Representative immunoblot for total P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL). (**D**) Line graph showing quantifications of total P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL) from immunoblotting experiments. P65 band intensity was normalized to loading control β-actin band intensity, then normalized to the maximum lane’s value on each gel. Each point indicates the mean ± SEM for *n* = 3 samples from three independent experiments. Statistical significance was assessed using two-way analysis of variance (ANOVA) with Šídák’s multiple comparisons test. (**E**) Representative immunoblot for phospho-P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL). (**F**) Line graph showing quantifications of phospho-P65 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL) from immunoblotting experiments. Phospho-P65 band intensity was normalized to loading control β-actin band intensity, then normalized to the maximum lane’s value on the gel. Each point indicates the mean ± SEM for *n* = 3 samples from three independent experiments. Statistical significance was assessed using two-way ANOVA with Šídák’s multiple comparisons test. WT, wild type.

### SCD2 deletion from macrophages impairs IL1B activation

It is known that inflammation is regulated by autophagy (13, 14). We found there was general dysregulation of pro-inflammatory markers *Il6, Tnf,* and *Il1b* in *Scd2^-m/-m^* macrophages (Fig. 1D). As such, we tested whether there were any changes in autophagic clearance. In transmission electron micrographs, we noted that there appeared to be increased accumulation of autophagosomes as identified by cytoplasmic double-membraned vesicles (Fig. 3A). Next, we stained for the autophagy substrate marker, P62, and, consistent with electron microscopic evaluation, there was increased P62 abundance in *Scd2^-m/-m^* macrophages under all conditions tested (Fig. 3B). To quantify these changes, we immunoblotted for P62 (Fig. 3C and D). There was a statistically significant increase in P62 abundance in *Scd2^-m/-m^* macrophages (Fig. 3D). Therefore, loss of SCD2 appears to disrupt autophagic flux in macrophages via P62.

**Fig 3:**
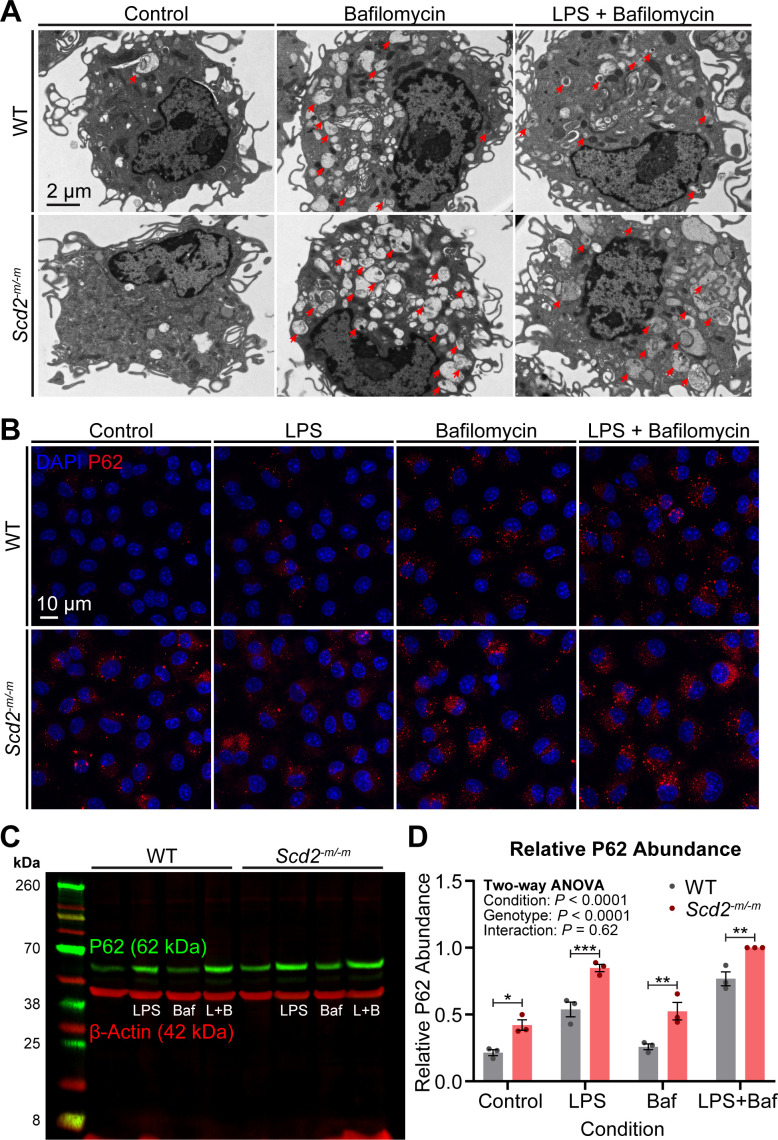
Loss of SCD2 disrupts autophagy in macrophages. (**A**) Transmission electron microscopy images showing increased accumulation of autophagosomes in *Scd2^-m/-m^* macrophages treated with bafilomycin A1 (800 nM) and/or LPS (100 ng/mL) for 2 h. Red arrows indicate double membrane-enclosed autophagosomes. (**B**) Immunostaining for the autophagosome marker P62. Macrophages were treated with bafilomycin A1 (800 nM) and/or LPS (100 ng/mL) for 2 h. (**C**) Representative immunoblot for P62 in macrophages treated with bafilomycin A1 (800 nM) and/or LPS (100 ng/mL) for 2 h. (**D**) Bar graph showing quantifications of P62 (62 kDa) from immunoblotting experiments. P62 band intensity was normalized to loading control β-actin band intensity, then normalized to the maximum lane’s value on the gel. Each bar indicates the mean ± SEM for *n* = 3 samples from three independent experiments. Statistical significance was assessed using two-way analysis of variance (ANOVA) with Šídák’s multiple comparisons test and is indicated with asterisks as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. WT, wild type.

Altered autophagic flux can lead to decreased IL1B signaling by affecting P62 degradation (15 - 17); thus, we next examined whether IL1B secretion was affected in *Scd2^-m/-m^* macrophages. IL1B is a pro-inflammatory cytokine whose release by macrophages is activated by two sequential signals. After signal 1, *Il1b* is transcribed and translated into pro-IL1B protein (31 kDa). After signal 2, the precursor IL1B protein is cleaved into mature IL1B protein (17 kDa) by caspase 1 and then released nonspecifically through gasdermin pores during pyroptosis. LPS activates the first signal via NFkB. 

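*Il1b* (ENSMUSG00000027398) lies on the minus strand of chromosome 2 of GRCm38 from 129364570 to 129371139. In the RNA sequencing of unstimulated BMDMs it had 39.3, 40.6 and 36.0 CPM in wild-type replicates 1, 2 and 3 and 6.31, 6.53 and 7.95 CPM in *Scd2 -m/-m* replicates 1, 2 and 3. The means were 38.6 ± 2.37 CPM (SD, n = 3) and 6.93 ± 0.891 CPM (SD, n = 3), so *Scd2 -m/-m* BMDMs had 17.9% of the wild-type level, a log2 fold change of −2.48 (standard error 0.09, FDR = 2.79e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts were 1829 to 1952 per wild-type library and 328 to 462 per *Scd2 -m/-m* library, so the difference is far larger than the counting error. With each library left out in turn, the log2 fold change stayed between −2.59 and −2.41. In the authors' deposited table it is −2.55 (adjusted p = 3.36e-10, limma). *Rela*, which encodes the P65 subunit of NFkB, had 186 ± 12.0 CPM in wild-type and 169 ± 7.86 CPM in *Scd2 -m/-m* libraries (SD, n = 3 each), a log2 fold change of −0.14 (standard error 0.06, FDR = 0.146, edgeR); with limma-voom and quality weights it was −0.16 (FDR = 0.0260). Macrophages treated with LPS were not analysed here.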

Though NFkB nuclear translocation and phosphorylation were unaffected in SCD2-deficient macrophages, *Il1b* mRNA was downregulated at baseline (Fig. 1B and D) and its activation was blunted after LPS stimulation (Fig. 1E). Therefore, we assessed IL1B protein by western blotting and found that in SCD2-deficient macrophages, there was appropriate induction of pro-IL1B up until 6 h after LPS stimulation (Fig. 4A and B). However, at the later 24-h timepoint, there was significantly less pro-IL1B protein (Fig. 4A and B).

**Fig 4:**
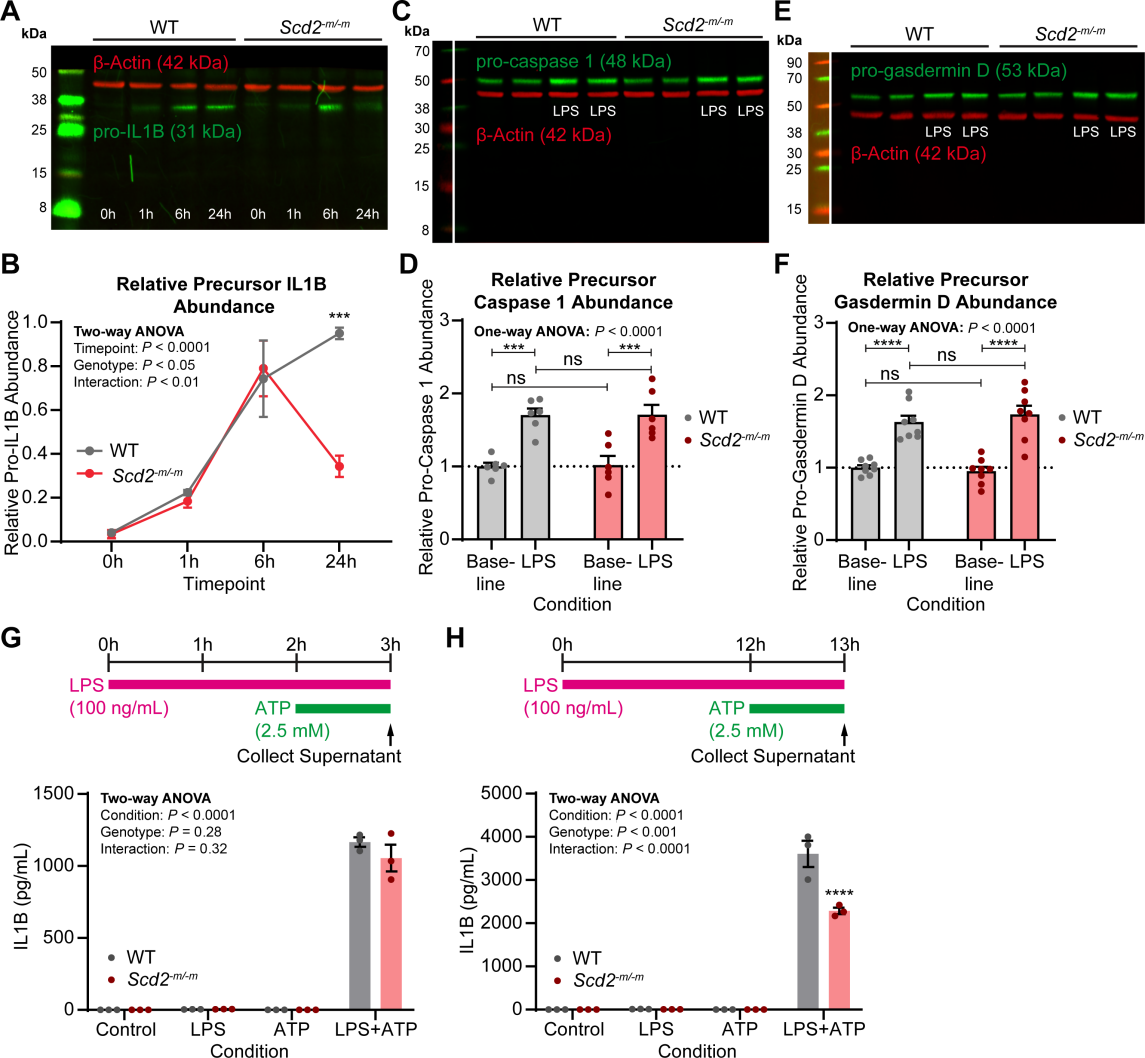
SCD2 is required for IL1B activation and release. (**A**) Representative immunoblot for IL1B in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL). For aesthetic purposes only, the blot was placed on a black background such that the image is surrounded evenly by dark margins. (**B**) Line graph showing quantifications of precursor IL1B (31 kDa) in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL) from immunoblotting experiments. Pro-IL1B band intensity was normalized to loading control β-actin band intensity, then normalized to the maximum lane’s value on the gel. Each point indicates the mean ± SEM for *n* = 3 samples from three independent experiments. Statistical significance was assessed using two-way analysis of variance (ANOVA) with Šídák’s multiple comparisons test. (**C**) Representative immunoblot for caspase 1 in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL, 24 h). For enhanced clarity, the left-most molecular weight marker lane is comprised of two images of the ladder with two separate brightness and contrast settings applied that have been joined together at the indicated splice line. (**D**) Bar graph showing quantifications of precursor caspase 1 (48 kDa) in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL, 24 h) from immunoblotting experiments. Pro-caspase 1 band intensity was normalized to loading control β-actin band intensity, then normalized to the average value for untreated wild-type (WT) samples in each experiment. Each point indicates the mean ± SEM for *n* = 6 samples from three independent experiments. Statistical significance was assessed using one-way ANOVA with Šídák’s multiple comparisons test. (**E**) Representative immunoblot for gasdermin D in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL, 24 h). For enhanced clarity, the left-most molecular weight marker lane is comprised of two images of the ladder with two separate brightness and contrast settings applied that have been joined together at the indicated splice line. (**F**) Bar graph showing quantifications of precursor gasdermin D (53 kDa) in *Scd2^-m/-m^* macrophages after LPS treatment (100 ng/mL, 24 h) from immunoblotting experiments. Pro-gasdermin D band intensity was normalized to loading control β-actin band intensity, then normalized to the average value for untreated WT samples in each experiment. Each point indicates the mean ± SEM for *n* = 8 samples from four independent experiments. Statistical significance was assessed using one-way ANOVA with Šídák’s multiple comparisons test. (**G–H**) Bar graphs showing quantifications of released IL1B in cells treated sequentially with LPS (100 ng/mL) then adenosine triphosphate (ATP) (2.5 mM). Each bar indicates the mean ± SEM for *n* = 3 wells/group. Statistical significance was assessed using two-way ANOVA with Šídák’s multiple comparisons test. Statistical significance is indicated with asterisks as follows: ***, *P* < 0.001; ****, *P* < 0.0001.

It is possible that decreased amounts of pro-IL1B are due to decreased translation or increased cleavage and/or release because of inappropriate constitutive signal 2 activity in SCD2-deficient macrophages. There was very little, if any, mature IL1B detected (Fig. 4A), suggesting that pro-IL1B is not constitutively cleaved. Nonetheless, we assessed for pro-caspase 1 and active caspase 1 (48 and 10 kDa, respectively), the latter of which cleaves pro-IL1B to mature IL1B. Consistent with lack of mature IL1B, there was very little, if any, active caspase 1 under the conditions tested (Fig. 4C). Baseline levels of pro-caspase 1 were similar in both wild-type and SCD2-deficient macrophages, and LPS treatment for 24 h induced a similar 1.7-fold increase in pro-caspase 1 for both genotypes (Fig. 4C and D). Finally, we assessed for precursor and cleaved gasdermin D (53 and 30 kDa, respectively), the latter of which forms pores on the plasma membrane that ultimately leads to pyroptosis and IL1B release. There was very little, if any, cleaved gasdermin D detected (Fig. 4E). Baseline levels of precursor gasdermin D were similar in both wild-type and SCD2-deficient macrophages, and LPS treatment induced a similar 1.6- to 1.7-fold increase in precursor gasdermin D for both genotypes (Fig. 4E and F).

To assess whether deficient induction of pro-IL1B leads to decreased release of mature IL1B to the extracellular space, we first activated signal 1 with LPS (100 ng/mL) followed by activation of signal 2 with ATP (2.5 mM). We performed this experiment with short (2 h) or long (12 h) LPS stimulation, both followed by the same 1 h of ATP stimulation (Fig. 4G and H). We collected media and measured released IL1B. Consistent with immunoblotting experiments, there was no difference in IL1B release from *Scd2^-m/-m^* macrophages that were stimulated acutely with LPS for 2 h (Fig. 4G). However, when *Scd2^-m/-m^* macrophages were stimulated with LPS for longer (12 h), there was a statistically significant decrease in the amount of IL1B released by SCD2-deficient macrophages (Fig. 4H). Therefore, deletion of SCD2 from macrophages impairs activation and release of IL1B, especially in the later phase of inflammatory activation. The delay in IL1B reduction after autophagy disruption may represent the time lag necessary for *Il1b* transcription and translation to protein and its cleavage, cytoplasmic transport, and extracellular release.

### Loss of macrophage SCD2 depletes unsaturated cardiolipins

Because SCD2 is a fatty acid desaturase, we tested whether its deletion affected its substrates or products or other lipid species. Using liquid chromatography-mass spectrometry, we measured 11 classes of lipids: phosphatidylcholine (PC), phosphatidylserine (PS), phosphatidylinositol (PI), phosphatidylglycerol (PG), phosphatidylethanolamine (PE), phosphatidic acid (PA), free fatty acids (FFA), CL, carnitine and acylcarnitines (AC), acyl CoAs (ACoA), and triacylglycerols (TAG). Of the 139 lipid species assessed, 56 had statistically significant changes between wild-type and *Scd2^-m/-m^* macrophages with fold changes ranging from 0.14× to 2.96× (Fig. 5). For 7 of the 11 lipid classes that we assessed, there were mild changes with statistically significant differences in 1/2 or less of the lipid species detected within each class (Fig. 5A through K). For example, among the 25 phosphatidylcholine species assessed, there were increases in PC(P38:5) and PC(36:1), whereas PC(32:0), PC(30:0), and PC(34:0) were decreased; the remaining 20 phosphatidylcholines were unchanged. The other six classes with only mild changes were: PI, PG, PE, FFA, carnitines and AC, and ACoA. On the other hand, PS, PA, CL, and TAG had statistically significant differences in >1/2 of the individual species within each class. Individual species of PS, PA, and TAG with statistically significant changes were all increased in abundance, and all of these species contained monounsaturated or polyunsaturated acyl chains (Fig. 5B, F and K). On the other hand, all five unsaturated cardiolipins detected were decreased 3.3- to 7.1-fold compared to wild-type macrophages and were the only lipid species with more than threefold change out of the 139 lipid species assessed (Fig. 5H). Notably, cardiolipins have previously been shown to play a direct role in the priming and activation of the nucleotide-binding oligomerization domain-like receptors family pyrin domain containing 3 (NLRP3) inflammasome responsible for IL1B release (18, 19).

**Fig 5:**
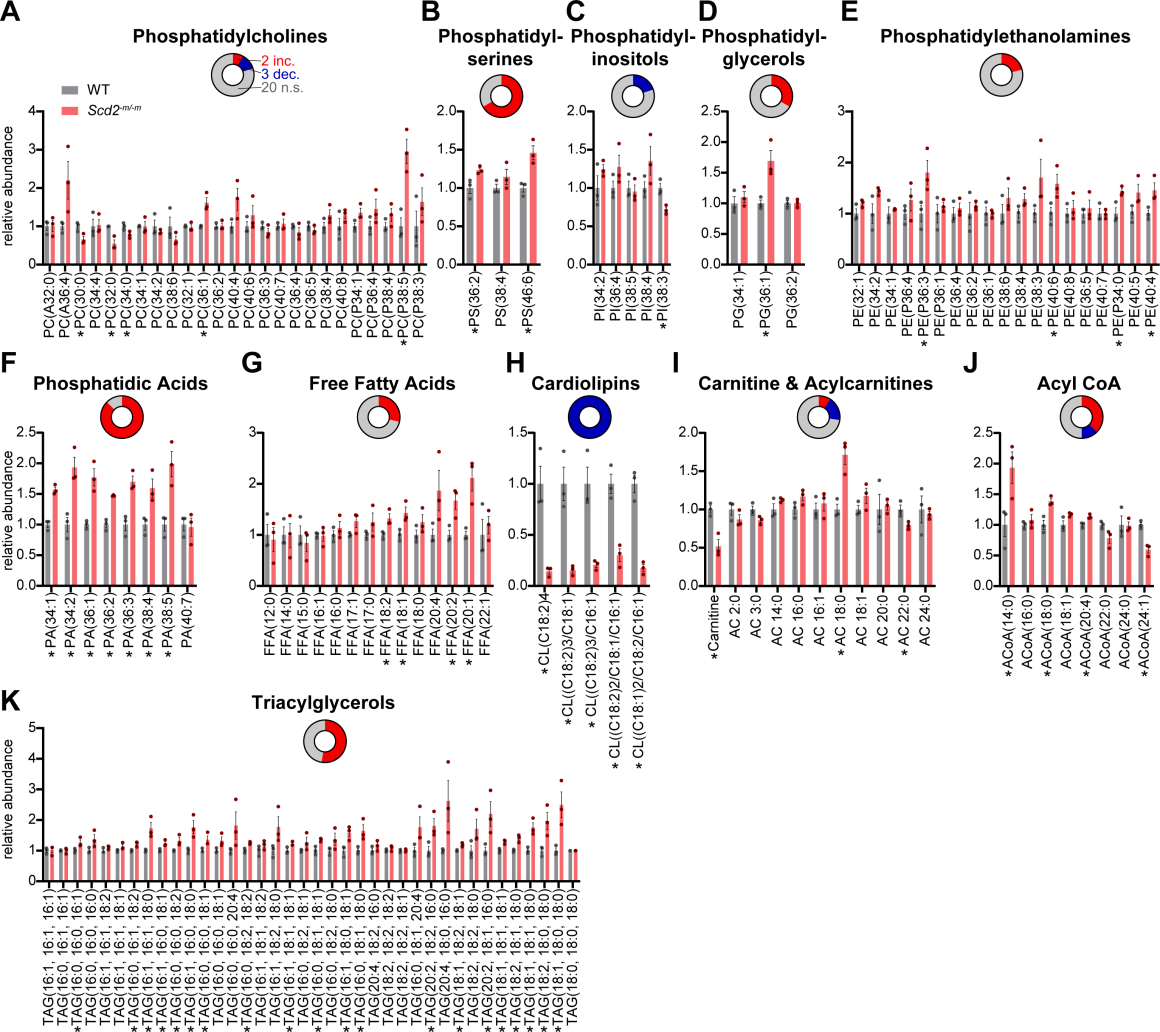
Effect of SCD2 deficiency on macrophage lipidome. Bar graphs showing quantifications of the following lipids in *Scd2^-m/-m^* macrophages: PC (**A**), PS (**B**), PI (**C**), PG (**D**), PE (**E**), PA (**F**), FFA (**G**), CL (**H**), carnitine and AC (**I**), ACoA (**J**), and TAG (**K**). Lipids were quantified relative to an internal standard and then normalized to the average ratios for wild-type (WT) samples. Each bar indicates the mean ± SEM for *n* = 3 samples/group. Statistical significance was assessed by calculating a two-sided *P*-value on the difference of means between two samples created by bootstrapping and is indicated by asterisks as follows: *, *P* < 0.05. Inset donut graph shows the proportion of species within each lipid class that are increased (red), decreased (blue), or unchanged (gray).

### SCD2 deficiency perturbs macrophage response to uropathogenic *E. coli*

We have found that in macrophages, SCD2 deletion leads to dysfunction in inflammatory gene expression and response to LPS. In order to test the relevance of these impairments during the response to pathogens, we infected macrophages *in vitro* with the UTI89 strain of uropathogenic *E. coli*. We first assessed for intracellular bacterial burden in macrophages at 2, 8, and 24 h post-infection. We found that there was no difference in intracellular bacterial burden at 2 h post-infection, indicating that uptake or entry of bacteria into macrophages is not affected by SCD2 deficiency (Fig. 6A). However, at 8 and 24 h post-infection, there was significant increase in intracellular bacteria, indicating that when *Scd2* is deleted from macrophages, there is impaired clearance of intracellular *E. coli* (Fig. 6A).

**Fig 6:**
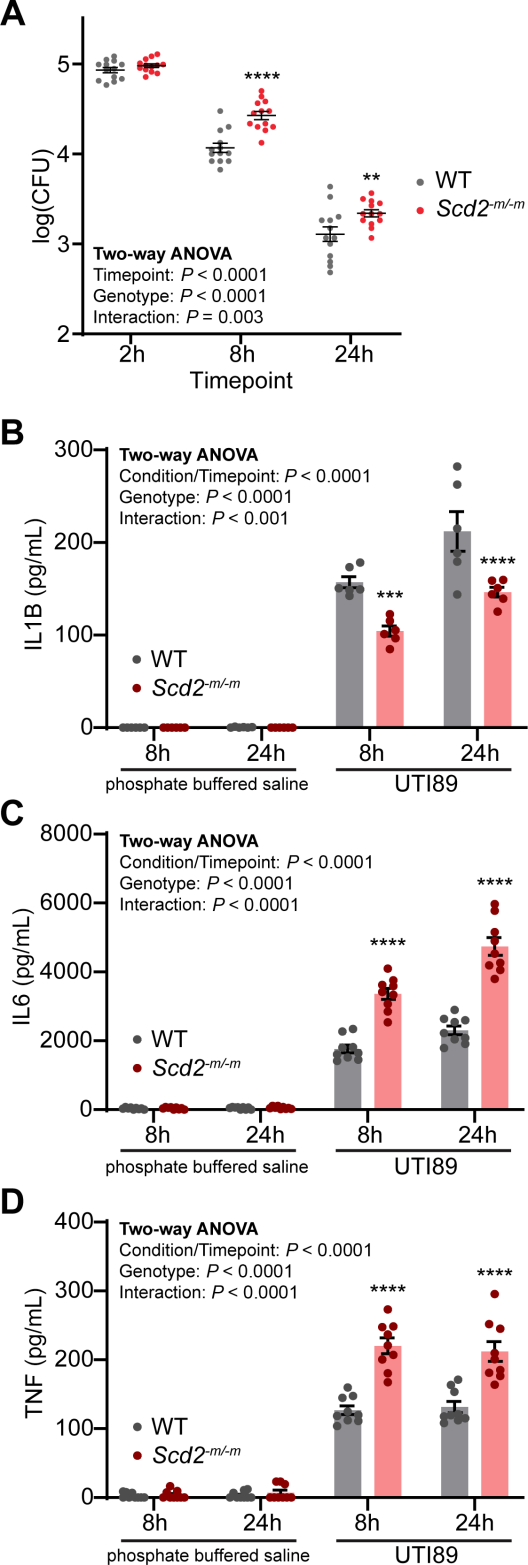
Deficiency of SCD2 perturbs macrophage response to uropathogenic *E. coli* infection. (**A**) Dot plot showing the intracellular bacterial load in *Scd2^-m/-m^* macrophages challenged with the uropathogenic *E. coli* strain UTI89 (multiplicity of infection [MOI] = 1). Each line indicates the mean ± SEM for *n* = 13 samples from three independent experiments. Statistical significance was assessed with two-way repeated measures (RM) analysis of variance (ANOVA) with matching on both factors and assuming sphericity, followed by a Šídák’s multiple comparisons test. (**B–D**) Bar graphs showing quantifications of IL1B, IL6, and TNF released by *Scd2^-m/-m^* macrophages challenged with the uropathogenic *E. coli* strain UTI89 (MOI = 1). Each bar indicates the mean ± SEM of *n* = 6–9 samples/group. Statistical significance was assessed using two-way ANOVA with Šídák’s multiple comparisons test. Statistical significance is indicated with asterisks as follows: **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.001. WT, wild type.

Because there was dysregulation of inflammatory gene expression response to LPS (Fig. 1D and E), we measured IL1B, IL6, and TNF released by *Scd2^-m/-m^* macrophages challenged with UTI89. Consistent with impaired IL1B activation after LPS stimulation (Fig. 4A, B, G and H), *Scd2^-m/-m^* macrophages challenged with UTI89 released significantly less IL1B to the extracellular space (Fig. 6B). However, there was more IL6 and TNF released (Fig. 6C and D). Taken together, these data indicate that loss of *Scd2* from macrophages perturbs their response to UPEC infection.

## DISCUSSION

In this study, we delineate the cellular effects when *Scd2* is deleted from murine macrophages. First, we found that there were perturbations to inflammatory gene expression and response, providing independent validation of previous reports that SCD-deficient macrophages exhibit dysregulated inflammatory gene expression (7, 9, 10). We also found that although SCD2 was dispensable for general NFkB activation, loss of SCD2 impaired the activation of IL1B in response to inflammatory stimuli. We specifically identified that SCD2 is uniquely required for signal 1 activation of *Il1b* transcription and translation into precursor IL1B protein. As such, when SCD2 is absent, activation and release of IL1B are blunted upon macrophage stimulation with LPS or challenge with uropathogenic *E. coli*. Furthermore, we found that macrophage SCD2 deficiency led to disruption of autophagy with accumulation of intracellular autophagosomes. This finding is not surprising given previous reports that SCD deficiency in pancreatic β cells impairs autophagosome fusion with lysosomes (20). In macrophages, autophagic flux and inflammation are inversely related; thus, disruptions to autophagic clearance in *Scd2^-m/-m^* macrophages could lead to downstream activation of inflammatory gene expression such as those we found for *Il6, Tnf*, and *Ccl2*.

When we assessed for changes in lipids in *Scd2^-m/-m^* macrophages, we found that there were no changes in either of SCD2’s two substrates, FFA(16:0) and FFA(18:0). In addition, the products of SCD2 catalysis, FFA(16:1) and FFA(18:1), were either unchanged or mildly increased 1.4-fold, respectively. Though we found there was no transcriptional compensation by other *Scd* isoforms, there could still be post-transcriptional changes that compensate for loss of *Scd2*, which is the most highly expressed isoform in murine macrophages (9). An alternative hypothesis is that when biosynthesis of monounsaturated fatty acids stalls due to loss of SCD2, utilization of monounsaturated FFA by some downstream pathways is restricted. For example, we found that loss of SCD2 dramatically depletes unsaturated CL, which are primarily localized to the mitochondrial inner membrane. This de-prioritization of CL synthesis may enable maintenance of steady-state pools of unsaturated FFA along with phospholipids that are major components of the plasma membrane whose composition and organization critically regulate macrophage function (21). Of pertinence to the deficient priming of IL1B in *Scd2^-m/-m^* macrophages, previous studies have established a direct role for CL in the activation of the NLRP3 inflammasome that activates and releases IL1B (18, 19). Our data suggest that CL, particularly those containing unsaturated fatty acids, may also play important role in the production of pro-IL1B following LPS priming.

These findings provide a link between fatty acid desaturation by *Scd2* and fundamental macrophage effector functions. We previously reported that macrophage *Scd2* expression declines in aging and that this could promote pathologic ocular angiogenesis (7). However, age-related loss of macrophage SCD2 could be of potential significance to other pathologies of aging. For example, urinary tract infections (UTIs) are common bacterial infections that affect more than 50% of women in their lifetimes and are most often caused by UPEC. The burden of this disease is exacerbated in elderly women with over 10% reporting having a UTI within the past year (22) such that this infection is the leading cause of bacteremia in the elderly (23). This is further highlighted by UTI recurrence that cannot be cured by antibiotic therapy, which is seen in over 50% of elderly patients (24). In fact, women aged 55–64 suffer from the highest prevalence of recurrent UTIs (i.e., ≥3 UTIs/year) (25). Although reduced estrogen (26) and incontinence contribute to increased susceptibility, there may be other risk factors involved such as age-related dysfunction in immune response (3, 27). In this study, we tested the relevance of macrophage SCD2, whose expression declines in aging, in macrophage response to the uropathogenic *E. coli* strain UTI89. SCD2-deficient macrophages were less able to clear internalized uropathogenic *E. coli*, and there was impaired IL1B release but increased IL6 and TNF release. Therefore, SCD-mediated fatty acid desaturation could be a key molecular program whose downregulation in aging could perturb macrophage effector functions such as those essential for the immune response to UPEC (28), thus contributing to increased risk for recurrent UTIs in elderly women. If found to be relevant to human disease, SCD-mediated fatty acid desaturation could be a key metabolic step that maintains macrophage inflammatory responses important for many diverse pathologies of aging.

## METHODS

### Mice

We obtained mice with floxed *Scd2* alleles (*Scd2^f/f^)* (29, 30) from Hide Tsukamoto (Keck School of Medicine of the University of Southern California). We crossed these mice with mice carrying the lysozyme M-Cre transgene (31) to generate mice with myelomonocyte-specific deletion of *Scd2* (*Scd2^-m/-m^*). We used male and female mice aged 2–5 months old for experiments. The Institutional Animal Care and Use Committee of Washington University in St. Louis approved all animal experiments.

### Bone marrow-derived macrophages

To isolate bone marrow cells, we sacrificed mice by CO_2_ euthanasia, dissected out both tibias and femurs, and passed 8 mL of ice-cold Dulbecco's Modified Eagle Medium (DMEM) through each bone’s medullary cavity. We filtered the bone marrow aspirates through a 40-µm nylon mesh strainer, pelleted the cells, and re-suspended the pellet in macrophage differentiation media consisting of DMEM with 10% fetal bovine serum (FBS), 10% media conditioned in CMG cells (32), 1% penicillin/streptomycin, and 1% L-glutamine. We replenished differentiation media 3 days after initial plating and re-plated macrophages for experimentation 5–6 days after initial plating. After differentiation, we used mature macrophage media consisting of DMEM with 10% FBS, 2% CMG-conditioned media, 1% penicillin/streptomycin, and 1% L-glutamine.

### Gene expression studies

#### RNA isolation

We washed cells twice with phosphate buffered saline (PBS), then used TRIzol (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) to extract total RNA following the manufacturer’s recommended protocol.

#### RNA sequencing and analysis

We quantified the quality and quantity of the RNA samples with an Agilent Bioanalyzer or 4200 Tapestation. All RNA samples (*n* = 6) were of high quality with RNA integrity numbers ≥9.3. We enriched our samples for mRNA by performing polyA selection according to the manufacturer’s recommended protocol. Then, we prepared sequencing libraries with standard protocols and sequenced the samples on an Illumina NovaSeq 6000 at the McDonnell Genome Institute at Washington University School of Medicine in St. Louis. RNA sequencing reads were aligned to the mouse genome (Ensembl release 76 primary assembly) with Spliced Transcripts Alignment to a reference (33). Finally, we performed standard analysis of gene-level features using EdgeR and Limma (34, 35). To identify dysregulation of pathways, we performed Gene Set Enrichment Analysis (11, 12).

#### Quantitative polymerase chain reaction (qPCR)

We reverse transcribed total RNA to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, Massachusetts, USA). Target gene expression was normalized to geometric mean of the following housekeeping genes: *18S, Actb, Gapdh,* and *Hprt*. We calculated gene expression differences using the ΔΔCt method.

### Enzyme-linked immunosorbent assay

To measure secreted cytokines, we collected media from BMDMs and measured mouse IL6, IL1B, or TNF using Quantikine Colorimetric Sandwich ELISA Kits (R&D Systems, Minneapolis, Minnesota, USA) following the manufacturer’s instructions.

### Immunocytochemistry

We plated cells in chamber slides. After incubation with any cell culture reagents, we washed cells with pre-warmed PBS and fixed cells in 4% paraformaldehyde or 10% neutral-buffered formalin for 15 min at room temperature. Then, we blocked and permeabilized cells with PBS containing 5% serum from the secondary antibody host and 0.3% Triton X-100. We incubated cells with primary antibody overnight at 4°C. We performed secondary antibody staining for 1 h at room temperature. The following primary antibodies were used: anti-P65 (8242 from Cell Signaling Technology, Danvers, Massachusetts, USA), anti-phosphorylated P65 (Cell Signaling Technology 3033), and anti-P62 (GP62-C from Progen, Heidelberg, Germany). We imaged cells using a Zeiss LSM800 confocal microscope.

### Immunoblotting

We loaded cell lysate containing ~15 µg protein into individual lanes, separated proteins using SDS-polyacrylamide gel electrophoresis, and then transferred proteins to a nitrocellulose membrane (0.22 µm pore size). We blocked membranes with 5% nonfat dry milk or bovine serum albumin (BSA) in PBS. We incubated membranes with primary antibodies overnight at 4°C, followed by secondary antibodies for 1 h at room temperature. We used the following primary antibodies: anti-P65 (Cell Signaling Technology 8242), anti-phosphorylated P65 (Cell Signaling Technology 3033), anti-IL1B (ab9722 from Abcam, Cambridge, United Kingdom), anti-caspase 1 (Cell Signaling Technology 83383), anti-gasdermin D (Cell Signaling Technology 39754), anti-P62 (Progen GP62-C), and anti-beta actin (A5316 from Sigma, St. Louis, Missouri, USA). We visualized blots using the dual-channel Odyssey CLx Imaging System and quantified protein bands of interest using Image Studio. We normalized signal for proteins of interest against β-actin as a loading control.

### Transmission electron microscopy

We fixed macrophages with 2% paraformaldehyde and 2.5% glutaraldehyde in 100 mM sodium cacodylate buffer (pH 7.2) for 1 h at room temperature. We washed samples with sodium cacodylate buffer and performed a post-fix in 1% osmium tetroxide for 1 h. We then rinsed samples with distilled water prior to *en bloc* staining with 1% aqueous uranyl acetate for 1 h. Following several rinses in distilled water, we dehydrated samples in a graded series of ethanol and embedded samples in Eponate 12 resin. We cut 95 nm sections with a Leica Ultracut UCT ultramicrotome, stained them with uranyl acetate and lead citrate, and imaged them on a JEOL 1200 EX transmission electron microscope equipped with an AMT 8.0 megapixel digital camera and AMT Image Capture Engine V602 software.

### Lipidomics

We assessed by liquid chromatography-mass spectrometry total cellular abundances of PC, PA, PE, PS, PI, PG, CL, TAG, FFA, carnitine, AC, and ACoA. We precipitated protein to extract PC, PA, PE, PS, PI, PA, PG, carnitine, AC, and ACoA. We extracted CL, FFA, and TAG using the Blyth-Dyer method. We added internal standards to samples prior to extraction. These were PC(14:1–14:1), PA(14:0–14:0), PE(16:1–16:1), PS(14:0–14:0), PI(16:0–16:0), PG(15:0–15:0), CL(14:0–14:0–14:0–14:0), TAG(17:0–17:0–17:0), d4-FFA(16:0), d9-carnitine, d3-AC(16:0), and d4-ACoA(16:0) for PC, PA, PE, PS, PI, PG, CL, TAG, FFA, carnitine, and short-chain AC (AC(2:0) and AC(3:0)), AC, and ACoA, respectively.

We analyzed PC, PE, PS, PI, PG, TAG, carnitine, and AC with a Shimadzu 20A HPLC system coupled to an API4000 mass spectrometer operated in positive multiple reaction monitoring (MRM) mode. We analyzed PA and CL in positive and negative MRM modes, respectively, on 4000QTRAP mass spectrometer coupled to a Shimadzu 20A HPLC system. We analyzed ACoA with a Shimadzu 20A HPLC system coupled to a 6500QTRAP + mass spectrometer operated in positive MRM mode. We processed data using Analyst 1.6.3.

To monitor instrument performance, we created a quality control sample by pooling aliquots of the study samples. This quality control sample was injected between every 10 samples. We report only the lipid species with coefficient variance less than 15% in the quality control sample. We calculated the ratio of analytes to their corresponding internal standards and reported relative quantifications comparing ratios in wild-type samples to those in *Scd2^-m/-m^* samples.

To assess for statistical significance comparing wild-type (*n* = 3) and *Scd2^-m/-m^* (*n* = 3) relative quantifications, we performed hypothesis testing using bootstrapping. Briefly, we constructed a null population (*n* = 99,999) of the differences between two sample means (*n* = 3 each). Both samples were created by random sampling with replacement from the pooled data. Finally, we calculated a two-sided *P*-value based on the percentile of the actual difference compared to the null population.

### Infection of BMDMs with UTI89

We infected BMDMs with the uropathogenic *E. coli* strain UTI89 for 2 h and measured intracellular CFU at 2, 8, and 24 h after the start of infection (15). We grew UTI89 statically in Luria-Bertani broth for 17 h at 37°C. We challenged BMDMs with UTI89 at an MOI of 1.0 for 2 h. After the 2-h infection period, we removed UTI89-containing media, washed BMDMs with PBS, and applied gentamicin to kill extracellular bacteria. We applied gentamicin at 100 µg/mL for either 15 min (for the 2-h timepoint) or 1 h (for the 8- and 24-h timepoints); after which, we switched to a lower 10 µg/mL gentamicin dose. After gentamicin treatment, we prepared cell lysates and then plated serial dilutions for CFU analysis.

### Statistics

We describe the statistical analyses used for bulk RNA sequencing and lipidomics in prior sections. For all other data, we performed statistical analyses using GraphPad Prism 9. We first assessed the normality of our data graphically and by using a Kolmogorov-Smirnov test. When comparing a single variable between two different groups, we used two-tailed *t* tests or two-tailed Mann-Whitney tests. For comparisons of a single variable among >2 groups, we used one-way or two-way analysis of variance with Šídák’s multiple comparisons test. A *P*-value <0.05 was considered statistically significant.

## Data Availability

Genomic data have been deposited in the Gene Expression Omnibus (GSE226259).

How the deposited data were processed for this re-analysis (not part of the article)

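Unstimulated BMDMs of 3 wild-type and 3 *Scd2 -m/-m* samples were analysed, 1 poly(A)-selected RNA sequencing library each, all 6 mapped to a genotype by their labels. The labels and the paper give no sex, day or batch for the libraries, so none could be used as a term. Samples of the paper's other experiments (quantitative PCR, LPS treatment, protein, lipids and infection) were not analysed here.

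The authors aligned the reads with STAR to the Ensembl primary assembly (GRCm38) and deposited whole-number counts per gene without normalization. The counting tool, its version, the use of strand and any filter on reads are not given in the sources used here. The authors also deposited a table of their own comparison, made with edgeR and limma, with log2 fold changes, confidence limits, p-values, adjusted p-values, limma's statistics as scores, and log2 CPM per library. Its filter on low counts, its model and its tool versions are not given in the sources used here. It has 11931 entries for 11879 genes. Values from it are marked as the authors', and no test was run on them.

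The count table has 40757 entries, of which 276 repeat a gene and were removed, leaving 40481 genes. Symbols are those of the deposited table. Coordinates, exonic length and GC content come from the GENCODE annotation of GRCm38 and were found for 99.6% of these genes. The counts on genes summed to between 46285176 and 57629638 per library, with a median of 50729066 in wild-type and 55419343 in *Scd2 -m/-m* libraries. At this depth a gene below 1 CPM rests on few counts. A gene with 0 counts in a group was compared against a floor of 3 counts over that group, which covers counting error only. Low counts were more often even than odd, and what 1 count stands for is not given in the sources used here.

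The main comparison used edgeR 4.0.16 (filterByExpr on genotype, TMM factors, glmQLFit with robust estimation, glmQLFTest) on the counts as deposited, with limma 3.58.1 and statmod 1.5.0 in R 4.3.3. It covered 14778 genes, with p-values adjusted by the Benjamini-Hochberg method (FDR). The thresholds were those of the paper, an FDR below 0.05 and an absolute log2 fold change above 2. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. Gene lists were tested with camera on the same fit, with a preset correlation of 0.01, for lists with at least 8 tested genes, and adjusted over the 21 lists. The 15 lists written after Fig. 1C are G2/M and mitosis, S phase and E2F targets, TGF-beta signaling, interferon alpha response, interferon gamma response, inflammatory response, TNF signaling via NFkB, IL6-JAK-STAT3 signaling, IL2-STAT5 signaling, complement, allograft rejection, fatty acid metabolism, oxidative phosphorylation, MYC targets and ribosome biogenesis, and hypoxia and glycolysis. The 6 others are sterol and fatty acid synthesis, cardiolipin synthesis and remodelling, autophagy and lysosome, inflammasome and pyroptosis, mature tissue macrophage genes, and monocyte and progenitor genes. Lists of markers for 8 other cell types were used only to look for their transcripts and were not tested as lists. Gene shares near *Scd2* and *Lyz2* (within 5 Mb) were compared with Fisher's exact test, leaving out the target gene itself, a point the design had left open.

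The genotype grouping, the tests, the thresholds, the gene lists, the alternative settings and the rule for named genes were fixed before the data were examined. The rule names the *Scd* genes, the genes of Fig. 1B and Fig. 1D, transcripts of proteins the paper measures, *Nlrp3*, the 10 largest rises and 10 largest falls among called genes whose libraries do not overlap, up to 3 called genes with the smallest p in each list, *Xist* and Y-linked genes, *Lyz1* and *Lyz2*, and called genes near *Scd2*. The directions shown in Fig. 1 had been seen by then. *Id2*, *Id3*, *Smad6*, *Smad7*, *Bambi*, *S100a8* and *Ccr2* fall outside the rule and were chosen after their values were seen, as were *Csf3r*, *Ighm*, *Vcan*, *Vsig4* and *Timd4*.

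The alternative settings fixed then were other normalization factors (RLE and upper-quartile), DESeq2 1.42.0, limma-voom with and without quality weights, other filters on low counts, the replicate number as a block, leaving out each library in turn, other thresholds, and other list tests (fry, camera with an estimated correlation, fgsea 1.28.0, and lists without cell cycle genes). The alternatives added later halved the counts, corrected for GC content and length, or used limma-voom with a filter of 1 CPM in 3 libraries, with and without quality weights.

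The test was checked on simulated counts for the 14778 genes with the means and library sizes of these 6 libraries and 200 changed genes, drawn 20 times. With each gene's dispersion drawn from the trend, 90.1% of the changed genes were called, 98.5% of those changed by a log2 fold change of 2.5, and 5.25% of calls were false on average. With each gene's own estimated dispersion, 88.5% were called and 9.11% of calls were false, so in that setting the FDR was somewhat too low. No simulated gene was called with the wrong sign. The bound first set on the false share was not met with each gene's own dispersion, and it was then applied to the trend instead. The false share depends on how many genes are changed. It does not carry over to the data, where 2585 genes were called. In the simulated list test, 20 of 20 lists shifted by 0.3 were called and 8 of 200 unshifted lists had a p below 0.05. These counts were simulated without correlation between genes, so this check cannot show whether the preset correlation suits the data. With the correlation estimated from the data, most of the called lists lost their call. Smaller shifts were not simulated, and most called lists had a median smaller in size than 0.3. The check therefore does not bear on those calls. Tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.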

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

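The test of neutrophil transcripts and that of genes missing from the authors' table were chosen only after the results were seen, as was the requirement that most markers of a cell type be called higher and at least 8 be tested; the tests of cell division genes against library size and against other cell types were planned.

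Transcripts of immature cells were higher in *Scd2 -m/-m* BMDMs, a signal in genes that the paper does not discuss. The list of monocyte and progenitor genes had a median log2 fold change of 1.25, with 16 of 18 tested genes higher (FDR = 3.53e-12, camera). Of these genes 12 were called over all genes tested, all higher, and 17 adjusted over the list alone, 16 higher and 1 (*Vcan*) lower; 7 of the 18 had a wild-type mean above 1 CPM, 6 are in another list and 2 are labelled in Fig. 1B. *Ly6a*, of a family whose members could share reads, rose from 7.73 ± 2.70 to 43.8 ± 2.42 CPM (SD, n = 3 each) and *Plac8* from 0.334 ± 0.132 to 3.42 ± 0.581 CPM. *Ccr2*, chosen after its values were seen, rose from 47.8 ± 9.57 to 115 ± 30.1 CPM (FDR = 0.0311, edgeR), but its FDR ran up to 0.104 with a library left out (without wild-type replicate 1). *Vcan*, the next most abundant gene of the list in wild-type libraries, was lower (−0.81, FDR = 0.0883), and was called lower with DESeq2 (FDR = 0.0185), limma-voom (0.00893), its quality weights (0.00144), the replicate block (1.73e-05) and without wild-type replicate 3 (0.00644), and in both limma-voom settings added later. The rise of cell division genes is not from library size, since the totals overlap and the lowest G2/M median under other normalization factors was 1.45. The list of mature tissue macrophage genes had a median of −0.0144 (FDR = 0.847), which decides nothing, since 17 of its 29 genes were called, 7 higher and 10 lower. *Cd5l* (2.24), *Folr2* (0.84), *Vsig4* (1.82) and *Timd4* (1.76) were higher and *Apoe* (−1.51) was lower, all called by edgeR, so the cultures were not less mature in all these genes. Cells of another type in the cultures and a change in the macrophages themselves cannot be told apart, because bulk libraries do not separate them and the median of 1.25 is the observation itself. The biological effect of *Scd2* loss on maturation was not tested.

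Neutrophil transcripts stood out in the same direction. Of 19 listed markers 11 were tested, with a median log2 fold change of 0.99, 9 of them higher, and 7 of the 8 called genes higher. *S100a9* rose from 2.79 ± 0.359 to 8.74 ± 1.53 CPM, *Ngp* from 2.51 ± 0.789 to 8.42 ± 1.66 CPM, *Lcn2* from 2.30 ± 0.120 to 5.36 ± 0.651 CPM, and *S100a8*, chosen after its values were seen, from 4.08 ± 0.789 to 7.98 ± 0.521 CPM. *Csf3r*, the most abundant marker and also a macrophage transcript, fell from 164 ± 6.16 to 135 ± 12.0 CPM (FDR = 0.0105, edgeR; 0.0667 without wild-type replicate 2 and 0.0848 without *Scd2 -m/-m* replicate 2), and the summed markers were 203 CPM in wild-type and 196 CPM in *Scd2 -m/-m* libraries. Of the 11 tested markers 7 had a wild-type mean above 1 CPM and 4 are in another list. Neutrophils or their precursors in the cultures and a change of expression in the macrophages cannot be told apart, since the median of 0.99 is the observation itself and no other value here decides between them.

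Autophagy and lysosome genes, a process the paper studies by protein but not in its RNA data, had a median log2 fold change of 0.0642 with 31 of 46 genes higher (FDR = 0.0262, camera). Of these 9 were called, all higher, and 9 adjusted over the list alone. All 46 genes had a wild-type mean above 1 CPM, 4 are in another list and 0 are labelled in Fig. 1B. The call was lost without wild-type replicate 2 (FDR = 0.0850), without *Scd2 -m/-m* replicate 1 (0.0520) and without replicate 2 (0.0729), and with an estimated correlation (0.413). The call is therefore not stable, and no explanation was tested for this list.

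Past both thresholds, 47 genes were not among those of Fig. 1B. A technical explanation is the filter on low counts. Of the 98 genes past both thresholds here, 45 are not among the genes of the authors' deposited table, which fits that explanation, and 41 had a mean below 1 CPM in both genotypes. The others that are in the authors' table but not past both thresholds there number 2. Whether changes at such low levels are biological was not tested.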

How the results depend on the processing

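The settings with counts halved, with a correction for GC content and length, and with limma-voom on genes above 1 CPM in 3 libraries (with and without quality weights) were chosen only after the results were seen, and the others were planned. The planned settings of the gene test number 15, of which 6 leave out a library.

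Past both thresholds, 98 genes became 174 without a filter, 58 above 1 CPM in 2 libraries, 44 with 10 counts in every library, and 420 with the fold change threshold at 1. Limma-voom above 1 CPM in 3 libraries gave 56, and 63 with quality weights. The glmTreat test against a log2 fold change of 1 gave 100 by its FDR alone, of which 64 pass both thresholds. The other settings gave between 76 (counts halved) and 142 (limma-voom with quality weights), and leaving out a library gave 95 to 126. The filters change how many low genes are tested, 25587 without one against 14778 with the main filter. The number was 13530 with 10 counts in every library, 12054 above 1 CPM in 2 libraries and 11883 above 1 CPM in 3 libraries. The 93 higher genes became 150 without a filter, 54 above 1 CPM in 2 libraries, 41 with 10 counts in every library, and 53 and 57 in the limma-voom settings above 1 CPM in 3 libraries. The 5 lower genes became 24 without a filter, 26 with quality weights, 3 with 10 counts in every library, 3 with limma-voom above 1 CPM in 3 libraries, and 8 to 13 with a library left out, and the cause was not tested. The 2585 genes with an FDR below 0.05 became 4507 with quality weights and 4627 with quality weights above 1 CPM in 3 libraries, cause not tested. They fell to 1451 without *Scd2 -m/-m* replicate 2, 1443 of them among the 2585, and to 1502 without wild-type replicate 2, 1479 of them among the 2585, where fewer libraries enter. The range with a library left out was 1451 to 2576. The share of higher genes stayed between 51.6% and 60.4%, against 55.2%, except with glmTreat (85.0%), which calls large changes only.

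*Scd2* became a called gene with limma-voom (−0.62, FDR 0.0105) and its quality weights (−0.82, FDR 9.75e-05), and with the added limma-voom settings (−0.61 and −0.83). With a library left out it lay between −0.83 and −0.48, and only without *Scd2 -m/-m* replicate 1 was it called (FDR 8.86e-05). The adjusted p over all settings ran from 5.46e-05 to 0.277, and the cause was not tested. *Il1b* kept its call and direction in every setting run. Over 62 other named genes, 1071 of 1151 values under another setting kept direction and side of the threshold, 55 passed it newly and 18 lost it, all but 1 of the 18 with a library left out. *Il10*, *Cd163* and *Socs1* are not among the 62. Direction reversed in *Scd3* without wild-type replicate 1, where the range was −0.0033 to 0.71, and in *Socs3* without *Scd2 -m/-m* replicate 1 (range −0.0786 to 0.0119) and with the GC and length correction (0.0215). It also reversed in *Ighm* with quality weights (−0.0981, and −0.11 above 1 CPM in 3 libraries) and without wild-type replicate 1 or *Scd2 -m/-m* replicate 3 (range −0.23 to 0.31). These genes were not called in any of those settings.

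With the correlation between genes estimated from the data, the lists of TGF-beta signaling (−0.0996, FDR 0.195), interferon alpha response (0.20, 0.392), inflammatory response (−0.19, 0.0836), TNF signaling via NFkB (−0.22, 0.190), IL6-JAK-STAT3 signaling (−0.0491, 0.190), fatty acid metabolism (0.0920, 0.392), MYC targets (−0.16, 0.392) and autophagy and lysosome (0.0642, 0.413) were no longer called, with unchanged medians, because this test widens their error. The IL6-JAK-STAT3 list also lost its call with limma-voom (−0.0486), with quality weights (−0.0579), and above 1 CPM in 3 libraries (−0.0639, and −0.10 with quality weights). With a library left out, fatty acid metabolism ranged from 0.0865 to 0.13 and lost its call without *Scd2 -m/-m* replicate 2 (FDR 0.0729). Autophagy and lysosome ranged from 0.0491 to 0.0799 and lost it without wild-type replicate 2 (0.0850) and without *Scd2 -m/-m* replicate 1 (0.0520) or 2 (0.0729). Hypoxia and glycolysis ranged from −0.0860 to 0.0695, was called without wild-type replicate 3 (FDR 0.0480), and turned positive with quality weights (0.0470, and 0.0501 above 1 CPM in 3 libraries). The sterol synthesis list, near 0 throughout, turned positive with upper-quartile factors (0.0067), above 1 CPM in 2 libraries (0.0051), with 10 counts in every library (0.0034), with the replicate block (0.0023), with counts halved (0.0039) and with limma-voom above 1 CPM in 3 libraries (0.0073), and ranged from −0.0605 to 0.0189 with a library left out. The mature macrophage list turned positive without a filter (0.0088) and with the GC and length correction (0.0051), and ranged from −0.0572 to 0.0133 with a library left out. Neither of these lists was called in any setting.

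The share of called genes near *Scd2* (25.7%) was no longer past p of 0.05 with upper-quartile factors (24.8%), quality weights (32.4%) or above 1 CPM in 2 libraries (28.3%), and was below the share elsewhere with quality weights above 1 CPM in 3 libraries (38.0%). With a library left out it was 15.2% to 23.8%, and past p of 0.05 only without *Scd2 -m/-m* replicate 2. Near *Lyz2* the share was past it without a filter (23.1%) and below the share elsewhere with quality weights above 1 CPM in 3 libraries (35.3%); leaving out a library gave 17.9% to 23.1%. Causes were not tested.

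Libraries of one replicate number did not deviate together over all tested genes (correlations of 0.053, −0.020 and 0.040). These correlations weigh every gene alike, noisy low genes included, so they cannot exclude that the numbers pair the samples. With the replicate block, 2974 genes had an FDR below 0.05, against 2585 without it, and 97 passed both thresholds, against 98. Whether the samples are paired is left open.

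Of the 98 genes past both thresholds, 41 had a mean below 1 CPM in both genotypes. In simulated counts 9.11% of calls were false with each gene's own dispersion and 5.25% with the trend. These shares are over all genes at the same depth and for 200 changed genes. They do not show what depth does to low genes or what share of the calls in the data is false.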

Differences from the paper's values

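The setting of limma-voom with quality weights on genes above 1 CPM in 3 libraries, and that without the weights, were chosen only after the results were seen, and the others named here were set before the data were examined.

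The paper reports 63 genes past both thresholds, and 98 were found here. Of the settings fixed before the data were examined, genes above 1 CPM in 2 libraries (58), 10 counts in every library (44) and an FDR threshold of 0.01 (84) lay within 1.5 times the paper's number, and the other 15 settings (95 to 420) did not. One of the 15, the glmTreat test against a log2 fold change of 1, was set to count genes by its FDR alone (100), and 64 of these also had an absolute log2 fold change above 2, which is within 1.5 times the paper's number. Limma-voom with quality weights on genes above 1 CPM in 3 libraries, a setting chosen after seeing the values, gave 63 genes and dropped 0 of the genes of Fig. 1B. Limma-voom with that filter and no weights, also chosen after seeing the values, gave 56. The genes of Fig. 1B that are not past both thresholds here number 12. One of them, *Cxcl14*, has an FDR of 0.0662 here, and was called with DESeq2, limma-voom with and without quality weights, above 1 CPM in 2 libraries, with the replicate block and without wild-type replicate 3, and in both settings added later. The other 11 have an absolute log2 fold change below 2 here, and all 63 have the sign of Fig. 1B.

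For *Scd2*, the paper reports a transcript level of 20% of wild type by quantitative PCR, and 66.2% was found in the RNA sequencing counts. In the 15 settings fixed before the data were examined, the value lay between 56.3% and 71.9%, and each differed from the paper's. The counts are of the whole gene. The quantitative PCR is another assay, normalized to *Stx5a* and *Hnrnpab* in wells of independent experiments. *Scd2* had an FDR of 0.100 and was called with limma-voom, with its quality weights and without *Scd2 -m/-m* replicate 1, and in both settings added later. In the authors' deposited table it is lower by a log2 fold change of −0.82 (adjusted p = 8.72e-05).

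For *Scd1*, the paper's ratio of *Scd2 -m/-m* to wild type is about 0.88 in Fig. 1A, read by eye, and the ratio of mean CPM here was 2.36. It ranged from 1.86 to 2.72 over the settings fixed before the data were examined, none of which reached the paper's value. Fig. 1A was normalized to *Stx5a* and *Hnrnpab* in wells of independent experiments, so the ratios come from unlike assays. The cause of the difference was not tested. The paper states that *Scd1* was not raised in compensation. Here *Scd1* had 10.9 ± 2.63 CPM in wild-type and 25.9 ± 9.75 CPM in *Scd2 -m/-m* libraries (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.34, FDR = 0.0778, edgeR), not past the threshold. It was called with DESeq2 (FDR = 0.00754), limma-voom (0.00492) and its quality weights (9.91e-04), the replicate block (0.0274) and without *Scd2 -m/-m* replicate 1 (0.0171), and in both settings added later. In the authors' deposited table it is higher by 0.98 (adjusted p = 8.88e-04).

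The paper shows the pathways of Fig. 1C as changed. Of the 15 lists written after them, which are not the hallmark sets, 9 were called and all 9 have the paper's direction. Of the 6 not called, 4 have its direction and 2 do not. Those 2 are complement and allograft rejection, shown as lower in Fig. 1C, with medians of 0.10 and 0.0706 here. Without wild-type replicate 3 the hypoxia and glycolysis list was called (FDR = 0.0480).

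The paper reports 14 of the 20 genes of Fig. 1D as changed by quantitative PCR. In the counts 4 of the 14 were not tested for low counts. Of the 10 tested, 4 were called with the paper's direction (*Il1b*, *Mmp9*, *Vegfa* and *Vcam1*), 0 were called in the other direction, 3 were not called with its direction and 3 were not called with the other. The last are *Tnf* (−0.43, FDR = 0.349), *Arg1* (−0.45, FDR = 0.456) and *Fas* (0.17, FDR = 0.268), by edgeR. *Tnf* was called lower with quality weights, with the replicate block and without wild-type replicate 3, and *Ccl2*, higher in the paper, was called higher without wild-type replicate 3 (0.59, FDR = 0.0277). In the authors' deposited table *Tnf* is also lower (−0.39, adjusted p = 0.0392, limma), against the direction of Fig. 1D. *Il1b*, *Mmp9*, *Vegfa* and *Vcam1* have the direction of Fig. 1D in that table, each with an adjusted p below 0.05. Of the 6 genes that the paper does not list as changed, 5 were tested and 2 were called lower, *Tgfb1* (−0.22, FDR = 0.0180) and *Icam1* (−0.28, FDR = 0.0228), by edgeR. *Tgfb1* lost its call without replicate 2 of either genotype, and *Icam1* without wild-type replicate 1 or 2 and without *Scd2 -m/-m* replicate 2 or 3. *Il10* (0.45, FDR = 0.0599) and *Cd163* (0.16, FDR = 0.222) were higher and not called, by edgeR. With a library left out their FDR fell as low as 0.0146 and 0.0256. In the authors' deposited table *Il10* (0.45, adjusted p = 0.0129) and *Cd163* (0.19, adjusted p = 0.0365) are higher, by limma. *Socs1* was lower (−0.25, FDR = 0.402, edgeR) and was not called with any library left out (FDR at least 0.373).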

Other observations

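The tests of GC content and length, of halved counts, of genes near *Scd2* against other windows, of *Lyz2*, of reads outside the deleted part and of the BMP-response genes were chosen only after the results were seen; those of other splits, of the sex of the cultures and of a wrong label were planned, except that the level of *Lyz2* was added to the last.

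Of the 10 splits of the 6 libraries into 3 and 3, 1 reached the number of 2585 called genes, which is the split by genotype. The other splits called 0 genes each by edgeR. Each of them mixes the genotypes in both groups, so a genotype difference widens the spread within groups and works against calls. Also, 10 splits cannot give a share under 0.05, so chance cannot be excluded by these splits. Fold changes ran with GC content across genes (Spearman −0.18 over 14771 genes, which are not independent replicates) and hardly with length (0.0202). After a correction for both, 2354 of the 2585 called genes were still called, so that trend is not the whole cause. With counts halved, as when both mates of a pair are counted, 2511 of the 2585 were still called.

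No difference in sex between the genotypes was seen. *Xist* had 712 ± 48.3 CPM in wild-type and 778 ± 56.5 CPM in *Scd2 -m/-m* libraries (SD, n = 3 each), a log2 fold change of 0.13 (FDR = 0.260, edgeR). Of 6 Y-linked genes, 5 had 0 counts in every library, and *Uty* had 6, 0 and 5 counts in wild-type and 0 in *Scd2 -m/-m* libraries.

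A wrong label would place a library with the other genotype. The highest *Scd2* level of an *Scd2 -m/-m* library, 59.5 CPM in replicate 1, was below the lowest wild-type level of 62.7 CPM, but by less than the wild-type SD of 7.76 CPM. *Lyz2*, added after its values were seen, separates the libraries by more, with at least 22099 CPM in wild-type and at most 9374 CPM in *Scd2 -m/-m* libraries, which argues against a wrong label. Reads of *Scd2* exons outside the deleted part could keep the count up in *Scd2 -m/-m* libraries, where the log2 fold change over the whole gene was −0.59, and this cannot be told apart from incomplete deletion, because the counts are not given per exon.

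*Lyz2* (chromosome 10, 117277331 to 117282321), where the Cre recombinase of these mice is inserted, fell from 22751 ± 584 to 9030 ± 357 CPM (SD, n = 3 each), a log2 fold change of −1.33 (standard error 0.07, FDR = 6.42e-08, edgeR). Its paralog *Lyz1*, which could share reads with it, fell from 492 ± 64.5 to 209 ± 12.0 CPM. The fall of −1.33 may come from the insertion of Cre or from the loss of *Scd2*, which cannot be told apart because no library has the Cre with an intact *Scd2*. *Apoe*, another abundant macrophage transcript and one that lies on chromosome 7, fell from 9973 ± 610 to 3505 ± 231 CPM, a log2 fold change of −1.51 (standard error 0.08).

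Of 105 tested genes within 5 Mb of *Scd2*, 27 (25.7%) were called, against 17.4% elsewhere (Fisher's exact test, two-sided, p = 0.0379, range 1.92e-04 to 0.915 over the settings). One hypothesis is flanking sequence of another strain kept with the floxed allele. Of 10458 windows of the same width around other genes, 5.92% had a share at least as high, so this test neither excludes nor singles it out, and it cannot be told apart from chance. Near *Lyz2*, 9 of 39 genes (23.1%) were called (Fisher's exact test, two-sided, p = 0.396).

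In the TGF-beta list, BMP-response genes were also looked at apart. *Id1*, *Id2*, *Id3*, *Smad6*, *Smad7* and *Bambi*, 6 genes of which all but *Id1* were chosen after their values were seen, were all lower, with a median log2 fold change of −1.40 and 3 called. The number called ran from 1 without *Scd2 -m/-m* replicate 2 to 6 without wild-type replicate 3, and was 5 without wild-type replicate 1, 2 without wild-type replicate 2 and without *Scd2 -m/-m* replicates 1 and 3, 5 with DESeq2, limma-voom and the replicate block, and 6 with quality weights. *Id3* fell from 134 ± 43.1 to 37.6 ± 6.86 CPM (FDR = 0.0199, edgeR), up to 0.0730 with a library left out, and lost its call without wild-type replicate 2 and without each *Scd2 -m/-m* replicate. Without these genes, the other 31 genes of the list had a median of −0.0630 and a camera p of 5.46e-04, so they are not the whole of the list's fall.

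Other lists gave no call. The median log2 fold change was −0.0022 for sterol and fatty acid synthesis (FDR = 0.681), 0.0642 for cardiolipin synthesis and remodelling (FDR = 0.681) and 0.0577 for inflammasome and pyroptosis (FDR = 0.594), where the mean and the test point down and the median up. With a library left out, the median ranged from 0.0254 (without *Scd2 -m/-m* replicate 3) to 0.0624 for cardiolipin and from 0.0551 to 0.12 (without *Scd2 -m/-m* replicate 1) for inflammasome genes. Of the transcripts of proteins that the paper measures, *Casp1* rose by a log2 fold change of 0.37 (FDR = 0.00363), while *Gsdmd* (0.0577, FDR = 0.563) and *Sqstm1* (0.17, FDR = 0.140) were not called, and *Nlrp3*, whose protein the paper does not measure, fell by 0.32 (FDR = 0.00142), all by edgeR; *Sqstm1* was called with quality weights (0.23, FDR = 0.00545) and without wild-type replicate 1 (0.24, FDR = 0.0348), and in settings added later, the GC and length correction (0.19, FDR = 0.0436) and quality weights above 1 CPM in 3 libraries (0.24, FDR = 0.00263).

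Markers of other cell types were also looked up, without a test of the lists. Median log2 fold changes were 1.01 over 7 tested markers of B and plasma cells, 0.42 over 4 of T and NK cells, 0.52 over 16 of dendritic cells, 0.36 over 9 of erythroid cells and megakaryocytes, 0.75 over 5 of mast cells and basophils, 0.21 over 10 of fibroblasts and 0.0157 over 9 of osteoclasts. Called markers were 4 of 7 for B and plasma cells, 2 of 4 for T and NK cells and 5 of 16 for dendritic cells, all higher, and 2 of 9 (1 higher) for erythroid cells and megakaryocytes, 3 of 9 (2 higher) for osteoclasts, and 0 for the others. The B cell markers were too few for the requirement of 8 tested genes. *Cd79b* rose from 2.50 ± 0.645 to 5.01 ± 0.907 CPM (FDR = 0.00260), *Igkc* from 0.450 ± 0.279 to 1.72 ± 0.355 CPM (FDR = 0.00343) and *Fcmr* from 0.0487 ± 0.0343 to 0.617 ± 0.209 CPM (FDR = 5.62e-04), by edgeR. *Ighm*, the most abundant B cell marker, was 86.5 ± 32.5 CPM in wild-type and 88.4 ± 18.4 CPM in *Scd2 -m/-m* libraries.

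*Scd3* had 0.159 ± 0.0790 CPM in wild-type and 0.198 ± 0.0833 CPM in *Scd2 -m/-m* libraries (FDR = 0.762, edgeR). *Scd4* had 4 to 10 counts per wild-type library and 1 to 9 per *Scd2 -m/-m* library and was left out of the test by the filter on low counts. Its mean was 23.0% lower, against 40% in the paper's quantitative PCR. Without a filter its log2 fold change was −0.34 (standard error 0.80, FDR = 0.851, edgeR), an error too wide to tell a fall from no change.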
